# Modulation of M2 macrophage polarization by the crosstalk between Stat6 and Trim24

**DOI:** 10.1038/s41467-019-12384-2

**Published:** 2019-09-25

**Authors:** Tao Yu, Shucheng Gan, Qingchen Zhu, Dongfang Dai, Ni Li, Hui Wang, Xiaosong Chen, Dan Hou, Yan Wang, Qiang Pan, Jing Xu, Xingli Zhang, Junli Liu, Siyu Pei, Chao Peng, Ping Wu, Simona Romano, Chaoming Mao, Mingzhu Huang, Xiaodong Zhu, Kunwei Shen, Jun Qin, Yichuan Xiao

**Keywords:** Acetylation, Innate immune cells, Phagocytes, Signal transduction

## Abstract

Stat6 is known to drive macrophage M2 polarization. However, how macrophage polarization is fine-tuned by Stat6 is poorly understood. Here, we find that Lys383 of Stat6 is acetylated by the acetyltransferase CREB-binding protein (CBP) during macrophage activation to suppress macrophage M2 polarization. Mechanistically, Trim24, a CBP-associated E3 ligase, promotes Stat6 acetylation by catalyzing CBP ubiquitination at Lys119 to facilitate the recruitment of CBP to Stat6. Loss of Trim24 inhibits Stat6 acetylation and thus promotes M2 polarization in both mouse and human macrophages, potentially compromising antitumor immune responses. By contrast, Stat6 mediates the suppression of *TRIM24* expression in M2 macrophages to contribute to the induction of an immunosuppressive tumor niche. Taken together, our findings establish Stat6 acetylation as an essential negative regulatory mechanism that curtails macrophage M2 polarization.

## Abstract (web summary)

Stat6 promotes M2 macrophage polarization. Here the authors characterize Trim24-CBP-Stat6 circuit regulating M2 macrophage polarization via Stat6 acetylation, and show it contributes to pro-tumorigenic macrophage activity in mice.

## Introduction

Macrophages, a type of functionally diversified immune cell widely spread throughout the whole body of adult mammals, play critical roles in the regulation of homeostasis, inflammation, and antitumor immunity in a tissue-specific and context-dependent manner^1–3^. These cells are commonly classified into classically activated (also called M1) macrophages, which are induced by the type 1 T helper (Th1) cell signature cytokine interferon-γ (IFN-γ) and/or the toll-like receptor (TLR) ligand, and alternatively activated (also called M2) macrophages that result from the stimulation of Th2 signature cytokine interleukin-4 (IL-4) or IL-13^1–3^. In tumors, infiltrating macrophages, also known as tumor-associated macrophages (TAMs), are usually educated by environmental factors to present a M2 state, exerting an inhibitory effect on the cytotoxic function of tumor-killing immune cells and thus impairing antitumor immunity, which in turn contributes to the immunosuppressive tumor niche^4–6^. Therefore, increased TAM infiltration is correlated with the poor outcome of solid tumors in a variety of animal models and human cancer patients^7–9^. Consequently, targeting TAMs, by inhibiting M2 activation, ablating this population, or inducing a proinflammatory M1 state in TAMs, inhibits the progression of tumor growth and metastasis and has thus been applied in the clinic for the treatment of many solid tumors^10–13^.

Macrophage M2 polarization involves tyrosine phosphorylation and activation of a signal transducer and activator of transcription 6 (Stat6), which mediates the transcriptional activation of M2 macrophage-specific genes such as arginase 1 (*Arg1*), mannose receptor 1 (*Mrc1*), resistin-like α (*Retnla*, *Fizz1*), chitinase-like protein 3 (*Chil3*, *Ym1*), and the chemokine genes *Ccl17* and *Ccl24*^14^. The essential positive role of Stat6 in macrophage M2 polarization is reflected by the enhanced expression of M2 genes in Stat6-overexpressing macrophages^15^, whereas the ablation of Stat6 abolishes M2 gene expression^16^. Moreover, published studies have suggested that genetic deletion or pharmacological inhibition of Stat6 dramatically suppresses tumor growth and promotes the antitumor immune responses of macrophages^17,18^. However, how macrophage polarization is fine-tuned by Stat6 is poorly understood.

The activation of STAT family proteins is associated with tyrosine phosphorylation at specific sites, which promotes the formation of homodimers or heterotrimers with other transcription factors that then translocate into the nucleus to initiate transcription. More recently, accumulating evidence has suggested that lysine acetylation is an additional modulatory mechanism that controls STAT protein activity^19^. The acetylation of STAT proteins, such as STAT1, STAT2, STAT3, and STAT5, at specific lysine sites has been suggested to regulate their DNA-binding affinity, protein–protein interactions, and dimerization^20–24^. Nevertheless, the acetylation sites in Stat6 have not yet been identified, and the biological consequences of this modification in Stat6 remain elusive.

In the present study, we identify that Stat6 is acetylated at Lys383 by the acetyltransferase CREB-binding protein (CBP) during macrophage M2 polarization. Rather than activating Stat6 activity, the acetylation of Stat6 dramatically suppresses its transcriptional activity and thus inhibits macrophage M2 polarization. Interestingly, Stat6 acetylation is found to be controlled by the CBP-associated E3 ligase Trim24, which directly mediates CBP ubiquitination at Lys119 and facilitates the binding of CBP with Stat6. Consequently, Trim24 deficiency dramatically suppresses Stat6 acetylation and thus promotes M2 polarization and impairs the antitumor immune function of macrophages.

## Results

### Stat6 is acetylated at Lys383

To test whether Stat6 acetylation plays a role during macrophage M2 polarization, we stimulated murine macrophages with IL-4 and then immunoprecipitated Stat6 to examine its acetylation status. IL-4 stimulation induced the substantial acetylation of lysine residues in Stat6 in macrophages (Fig. 1a). Previous studies suggested that CBP, a well-known protein lysine acetyltransferase, mediates Stat6 acetylation^25,26^. Indeed, CBP overexpression in 293T cells directly mediated the acetylation of Stat6 (Fig. 1b). In addition, *CBP* knockdown abolished the lysine acetylation of Stat6 in immortalized mouse macrophages (Fig. 1c), which validated the critical role of CBP in mediating Stat6 acetylation.

**Fig. 1:**
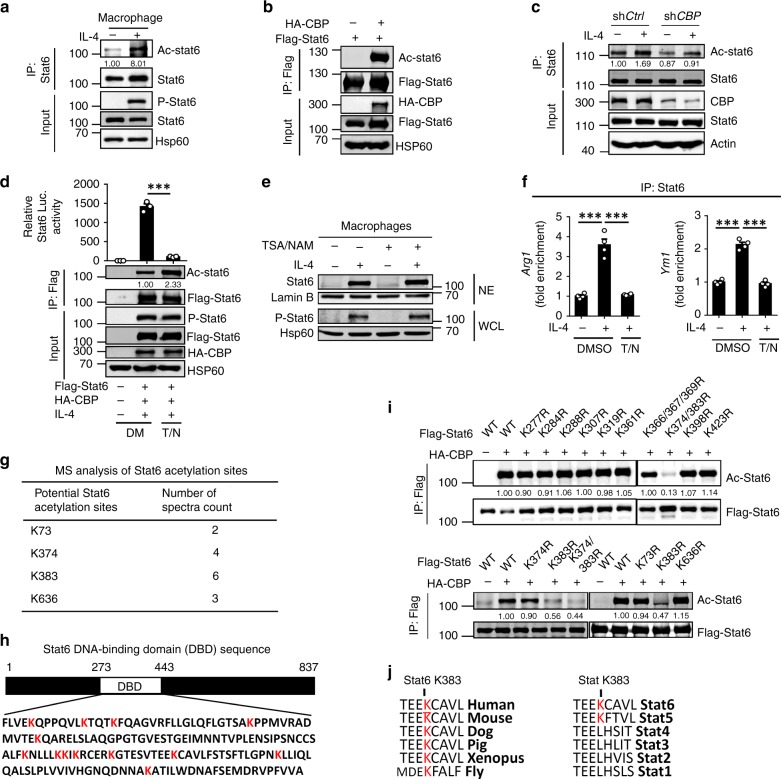
Stat6 is acetylated at Lys383. **a**–**c** Immunoblot analysis of the lysine acetylation of Stat6 in primary murine macrophages (**a**) or 293T cells transfected with the indicated expression vectors (**b**), or in control and *CBP*-knockdown iBMDMs (**c**) that were (+) or were not (−) stimulated with IL-4 for 30 min; lysates were assessed by immunoprecipitation (IP) with anti-Stat6 or anti-Flag and immunoblotting with anti-Ac-Lys and anti-Stat6, or anti-Flag, and immunoblot of the lysates to detect input proteins and loading controls. **d** Luciferase assay showing Stat6 transcriptional activity in 293T cells transfected with the indicated vector that were pretreated with DMSO (DM) or trichostatin A (TSA, 5 μM) plus nicotinamide (NAM, 1 mM) (T/N) and then stimulated with (+) or without (−) IL-4 for 4 h before detection. Lysates were immunoblotted for acetylated (Ac−), phosphorylated (P−) Stat6, HA, Flag, and Hsp60 as controls. **e**, **f** Immunoblot of Stat6 and Lamin B in nuclear extracts and phosphorylated (P)-Stat6 and Hsp60 in whole-cell lysates (**e**) and ChIP–QPCR analysis of Stat6 binding to the promoters of *Arg1* or *Ym1* (**f**) in murine primary macrophages that were pretreated with DMSO or TSA plus NAM (T/N) and then stimulated with (+) or without (−) IL-4 for 1 h. **g** Mass spectrometry analysis showing potential acetylation sites in Stat6 after the immunoprecipitation of Stat6 in 293T cells transfected with Stat6 and CBP. **h** Schematic representation of the mouse Stat6 protein showing the DNA-binding domain (DBD) and its amino acid sequence with all lysine (K) residues highlighted in red. **i** Immunoblot analysis of the lysine acetylation of wild-type (WT) and KR mutant Stat6 in 293T cells transfected with the indicated expression vectors; lysates were assessed by immunoprecipitation (IP) with anti-Flag and immunoblotting with anti-Ac-Lys and anti-Flag. **j** Amino acid sequence alignment of Stat6 among the indicated species and different mouse STAT proteins showing Lys383 that are highlighted in red. Data with error bars are represented as mean ± SD. Each panel is a representative experiment of at least three independent biological replicates. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001 as determined by the unpaired Student’s *t* test. Source data are provided as a Source Data file

To study the biological function of Stat6 acetylation, we examined Stat6-controlled luciferase activities in 293T cells pretreated with or without nicotinamide (NAM) and trichostatin A (TSA), which are inhibitors of the SIRT family of deacetylases and histone deacetylases (HDACs). The results indicated that TSA/NAM pretreatment promoted Stat6 acetylation without affecting its tyrosine phosphorylation, and Stat6 transcriptional activity was dramatically suppressed (Fig. 1d). In addition, TSA/NAM pretreatment did not affect Stat6 phosphorylation or nuclear translocation in murine primary macrophages (Fig. 1e). These results suggested that Stat6 acetylation negatively regulates macrophage M2 polarization.

DNA is negatively charged because of its phosphate backbone, and positively charged lysine (K) or arginine (R) amino acids in the DNA-binding domain (DBD) of a transcription factor stabilizes its association with a specific DNA sequence. However, acetylation removes the positive charge of the lysine side chain from the transcription factor and thus inhibits its DNA-binding ability^27,28^. Since the above-mentioned results suggested that Stat6 acetylation abolishes its transcriptional activity without affecting its phosphorylation and nuclear translocation, we speculated that this modification in Stat6 occurs at the DBD and directly impairs its DNA-binding activity. Indeed, chromatin immunoprecipitation (ChIP)–quantitative polymerase chain reaction (QPCR) analysis revealed that TSA/NAM pretreatment dramatically inhibited the DNA-binding affinity of Stat6 in the promoters of M2 genes in murine primary macrophages (Fig. 1f). To identify the acetylation site in Stat6, we carried out the mass spectrometry (MS) analysis and identified several potential acetylation sites in Stat6, including Lys73, Lys374, Lys383, and Lys636 (Fig. 1g, Supplementary Fig. 1). Next, we generated the mutant Stat6 by replacing the above lysine residues and all 11 other lysine residues in the DBD with arginine (Fig. 1h, i). This lysine (K)-to-arginine (R) substitution prevents acetylation but maintains a positive charge, thus mimicking the nonacetylated form of a protein. Interestingly, only the Stat6 K383R mutant, but not the other mutants, was not acetylated by following the overexpression of CBP (Fig. 1i), suggesting that the Stat6 acetylation site is Lys383 in the DBD. In addition, although Lys73 and Lys636, which are not located in the DBD, are conserved lysine acetylation sites in the G(S)KX_3–5_P sequence in STAT family proteins^22^, these residues are not the acetylation site of Stat6 (Fig. 1i). Moreover, the Lys383 site is evolutionarily conserved in Stat6 proteins among different species but is present in only Stat6 and Stat5 among all the STAT proteins (Fig. 1j), suggesting the functional specificity of this lysine in Stat6. Taken together, these results identified and verified Lys383 in Stat6 as the site of CBP-mediated acetylation.

### Stat6 K383 acetylation inhibits its transcriptional activity

To confirm that Stat6 acetylation occurs at Lys383, we generated a polyclonal antibody against Lys383-acetylated Stat6 (Fig. 2a, b). Indeed, this antibody recognized CBP-induced acetylation in Stat6 but not the K383R mutant Stat6, although there was basal background signal due to a nonspecific reaction (Fig. 2c). In addition, the deacetylase inhibitor TSA/NAM pretreatment significantly promoted the acetylation of Lys383 in Stat6 in murine primary macrophages (Fig. 2d, e). To study the function of Lys383 acetylation in Stat6, we examined the effect of different Stat6 mutations on the regulation of Stat6 transcriptional activity. As expected, only the presence of the K383R mutant Stat6, but not other DBD KR mutants and the K73R and K636R mutants, dramatically enhanced Stat6-driven luciferase activity (Fig. 2f). In addition, TSA/NAM pretreatment suppressed only wild-type (termed WT hereafter) Stat6-induced luciferase activity but did not efficiently inhibit K383R mutant-induced luciferase activity (Fig. 2g). We then generated two other Stat6 mutants by replacing Lys383 in Stat6 with glutamine (Q) or alanine (A) and verified their function. K-to-Q or K-to-A substitutions neutralize the positive charge in lysine and thus suppress binding to negatively charged DNA. Accordingly, K383Q or the K383A mutant Stat6 exhibited completely abolished Stat6-driven luciferase activity (Fig. 2h). More interestingly, reconstitution of the K383R mutant Stat6 in *Stat6*-knockdown macrophages induced the significantly increased expression of M2 genes compared with that in macrophages reconstituted with WT Stat6 upon IL-4 stimulation (Fig. 2i, j), which confirmed the negative role of Stat6 Lys383 acetylation in restraining macrophage M2 polarization.

**Fig. 2:**
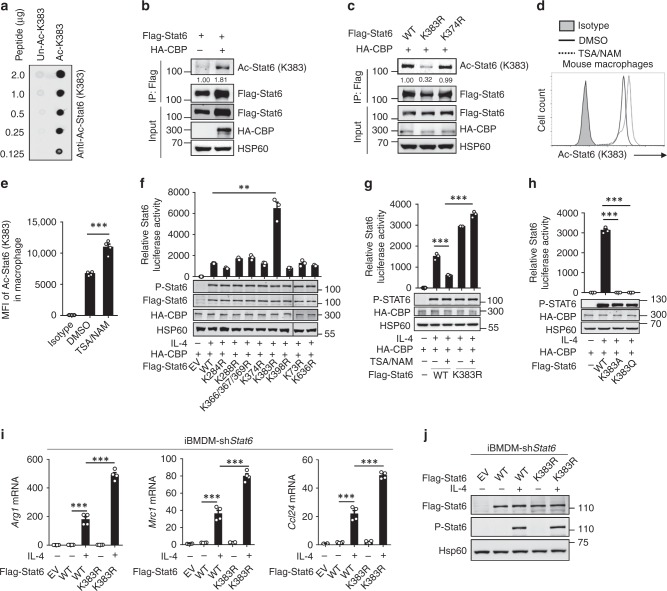
Lys383 acetylation in Stat6 suppressed its transcriptional activity. **a** Dot-blot analysis to detect the efficiency of the antibody against Stat6 site-specific (Lys383) acetylation. **b**, **c** Immunoblot analysis of the Lys383 acetylation of Stat6 in 293T cells transfected with the indicated expression vectors; lysates were assessed by immunoprecipitation (IP) with anti-Flag and immunoblotting with anti-Ac-Stat6 (K383) and anti-Flag; lysates were immunoblotted to detect input proteins and loading controls before immunoprecipitation. **d**, **e** Flow cytometric analysis of the endogenous Stat6 acetylation at Lys383 in murine primary peritoneal macrophages isolated from naive C57BL/6 mice treated with DMSO or trichostatin A (TSA) (5 μM) plus nicotinamide (NAM) (1 mM) (T/N) for 2 h. Data are presented as a representative histography (**d**) and summary bar graph (**e**). **f**–**h** Luciferase assay to assess Stat6 transcriptional activity in 293T cells transfected with wild-type (WT) or KR mutant Stat6 (**f**), 293T cells transfected with WT or the K383R mutant Stat6 pretreated with DMSO (−) or with NAM plus TSA (**g**), and 293T cells transfected with WT or K383A or the K383Q mutant Stat6 (**h**) and then stimulated with (+) or without (−) IL-4 (20 ng mL^−1^) for 4 h before detection. Immunoblots showing the protein expression levels in transfected cells are presented below each bar graph. **i**, **j** QPCR analysis of *Arg1*, *Mrc1*, and *Ccl24* mRNA in *Stat6-*knockdown iBMDMs that were reconstituted with empty vector (EV), WT, or the K383R mutant Stat6, and then were left unstimulated (−) or stimulated (+) with IL-4 for 6 h (**i**). Immunoblot of Flag-Stat6, phosphorylated (P)-Stat6, and Hsp60 showing the reconstitution efficiency of Flag-Stat6 (**j**). Data with error bars are represented as mean ± SD. Each panel is a representative experiment of at least three independent biological replicates. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001 as determined by the unpaired Student’s *t* test. Source data are provided as a Source Data file

### Trim24 promotes CBP-mediated Stat6 acetylation

Since Stat6 acetylation is strongly induced in macrophages upon IL-4 stimulation, we hypothesized that IL-4-regulated genes modulate CBP-mediated Stat6 acetylation. Therefore, we performed RNA-sequencing analysis and identified 1613 up/downregulated genes (Log2 ≤ –0.75 or Log2 ≥ 0.75, *P* ≤ 0.05, false-discovery rate ≤ 0.5) in murine primary macrophages upon IL-4 stimulation. In addition, as CBP-associated proteins may regulate CBP-mediated Stat6 acetylation, we performed MS analysis to identify potential CBP-binding proteins after the immunoprecipitation of CBP. Among the 1613 differentially expressed genes, the Venn diagram indicated that there were 63 genes that encoded CBP-binding proteins as well by mass spectroscopy analysis (unique peptides ≥ 1), suggesting that these genes might be the candidate to regulate CBP-mediated Stat6 acetylation. Among these genes, the most abundantly expressed genes that also have a reported function in macrophages were selected, and Trim24, a bromodomain-containing protein that can recognize acetylated lysine residues, was chosen for further analysis (Fig. 3a). We found that Trim24 was mainly located in the nuclei of macrophages, and IL-4 stimulation did not affect its subcellular localization (Supplementary Fig. 2a). In addition, immunofluorescent images showed that Trim24 was colocalized with CBP in the nuclei of macrophages upon IL-4 stimulation (Fig. 3b). Interestingly, Trim24 alone could not directly induce lysine acetylation in Stat6 but dramatically promoted CBP-induced acetylation in WT, but not the K383R mutant, Stat6 in a dose-dependent manner (Fig. 3c, d).

**Fig. 3:**
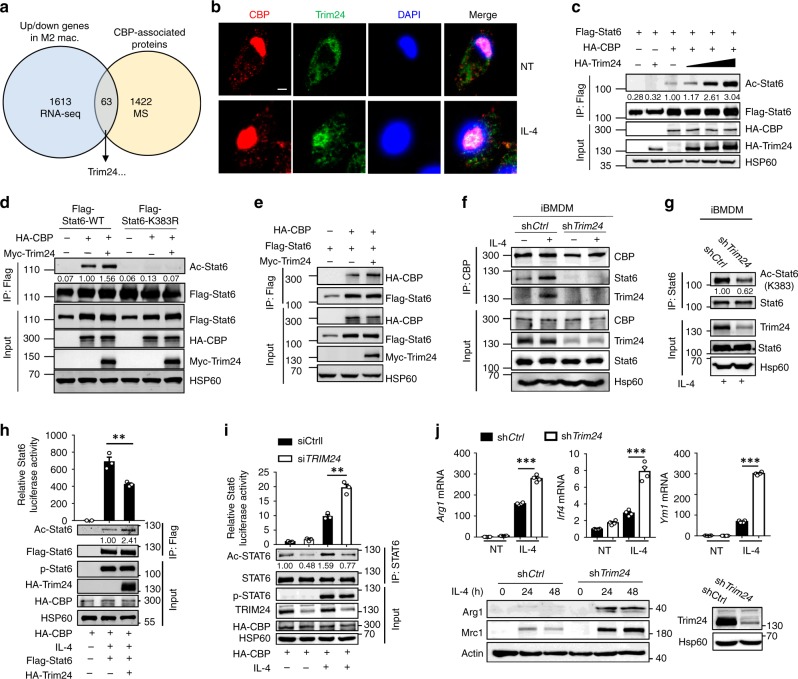
Trim24 promoted CBP-induced Stat6 acetylation. **a** Venn diagram showing the number of genes up/downregulated in M2-polarized macrophages and those that encode CBP-associated proteins. **b** Confocal microscopy images showing the intracellular localization of Trim24 and CBP in peritoneal macrophages that were left nontreated (NT) or stimulated with IL-4 for 30 min, with DAPI staining used to indicate the nuclei of the cells. Scale bars: 5 μm. **c**, **d** Immunoblot analysis of the lysine acetylation of Stat6 in 293T cells transfected with the indicated expression vectors assessed by immunoprecipitation (IP) with anti-Flag and immunoblotting with anti-Ac-Lys and anti-Flag. **e**, **f** Interaction between CBP, Stat6, and Trim24 in 293T cells transfected with the indicated expression vectors (**e**) and control and *Trim24-*knockdown iBMDMs that were left unstimulated (−) or stimulated with IL-4 (+) for 30 min (**f**) assessed by immunoprecipitation (IP) with anti-Flag or anti-CBP and immunoblotting with anti-HA and anti-Flag, or anti-CBP, anti-Stat6, and anti-Trim24. **g** Immunoblot analysis of endogenous lysine acetylation of Stat6 in control and *Trim24*-knockdown iBMDMs stimulated with IL-4 for 30 min assessed by immunoprecipitation (IP) with anti-Stat6 and immunoblotting with anti-Ac-Stat6 (K383) and anti-Stat6. **h**, **i** Luciferase assay to assess Stat6 transcriptional activity in 293T cells transfected with the indicated expression vectors (**h**) and 293T cells transfected with scramble (siCtrl) or si*TRIM24* (**i**) stimulated with (+) or without (−) IL-4 (50 ng mL^−1^) for 4 h before detection. Immunoblot of acetylated (Ac−) Stat6 after immunoprecipitation; phosphorylated (P−) Stat6, HA-CBP, HA-Trim24, or Hsp60 in whole-cell lysates were applied as controls. **j** QPCR and immunoblot analysis of M2 gene expression in control and *Trim24-*knockdown iBMDMs that were left nontreated (NT) or stimulated with IL-4, and the immunoblot of Trim24 and Hsp60 to detect the knockdown efficiency. Data with error bars are represented as mean ± SD. Each panel is a representative experiment of at least three independent biological replicates. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001 as determined by the unpaired Student’s *t* test. Source data are provided as a Source Data file

To study how Trim24 modulates CBP-induced Stat6 acetylation, we examined the association of CBP with Stat6. Interestingly, overexpression of Trim24 promoted the binding of CBP with Stat6 in 293T cells transfected with vectors expressing these proteins (Fig. 3e). We also observed that Trim24 together with CBP and Stat6 formed a trimeric complex in response to IL-4 stimulation, whereas *Trim24* knockdown disrupted the formation of the complex and thus suppressed the IL-4-induced endogenous Stat6 acetylation at Lys383 (Fig. 3f, g). Accordingly, overexpression of *Trim24* dramatically suppressed the transcriptional activity of Stat6, whereas knockdown of *Trim24* significantly enhanced Stat6 transcriptional activity and promoted macrophage M2 polarization (Fig. 3h–j). Taken together, these data established Trim24 as a pivotal positive regulator of CBP-mediated Stat6 acetylation through promoting the association between CBP and Stat6.

### Trim24 mediates CBP ubiquitination

To investigate how Trim24 regulates the association of CBP with Stat6, the plasmids encoding full-length Trim24 and functional domains-deleted Trim24 were generated (Fig. 4a). Surprisingly, a C-terminal deleted truncated Trim24 construct that lacks the pleckstrin homology domain and the acetylated lysine-recognizing bromodomain exerted an effect similar to that of full-length Trim24 and promoted CBP-mediated Stat6 acetylation. However, an N-terminal deleted truncated Trim24 construct that lacks the Ring domain did not efficiently promote lysine acetylation in Stat6 (Fig. 4b). In addition, deletion of the Ring domain abolished the Trim24-mediated suppression of Stat6 transcriptional activity (Supplementary Fig. 2b).

**Fig. 4:**
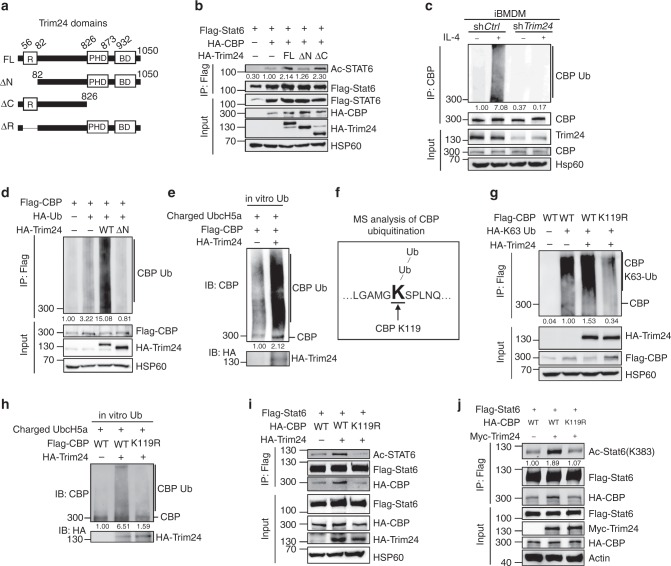
Trim24-mediated Lys63-linked ubiquitination of CBP at Lys119. **a** Structure schematic of full-length (FL) Trim24 and its truncations. **b** Immunoblot analysis of the lysine acetylation of Stat6 in 293T cells transfected with the indicated expression vectors assessed by immunoprecipitation (IP) with anti-Flag and immunoblotting with anti-Ac-Lys and anti-Flag; lysates were immunoblotted to detect input proteins and loading controls. **c** Endogenous ubiquitination of CBP in control and *Trim24-*knockdown iBMDMs that were unstimulated (−) or stimulated (+) with IL-4 for 30 min assessed by immunoblot analysis with anti-ubiquitin after immunoprecipitation with anti-CBP (top) and immunoblot analysis with input proteins and loading controls (below). **d** Ubiquitination of CBP in 293T cells transfected with the indicated expression vectors assessed by immunoblot analysis with anti-HA after immunoprecipitation with anti-Flag (top) or immunoblot analysis with input proteins in lysates without immunoprecipitation (below). **e** In vitro ubiquitination assay to determine CBP ubiquitination after a mixture reaction of ubiquitin-charged E2 (UbcH5a) and in vitro-translated Flag-CBP with or without HA-Trim24 proteins was assessed by immunoblot analysis with anti-CBP and anti-HA. **f** Mass spectrometry analysis of the CBP ubiquitination site after the immunoprecipitation of overexpressed Flag-CBP in 293T cells transfected with Flag-CBP and HA-Trim24 showing that Lys119 is the site of CBP ubiquitination by Trim24. **g** Ubiquitination of CBP in 293T cells transfected with the indicated expression vectors assessed by immunoblot analysis with anti-HA after immunoprecipitation with anti-Flag (top) or immunoblot analysis with input proteins in lysates without immunoprecipitation (below). **h** In vitro ubiquitination assay to determine CBP ubiquitination after a mixture reaction of ubiquitin-charged E2 (UbcH5a) and in vitro-translated wild-type (WT) or the K119R mutant Flag-CBP with or without HA-Trim24 proteins was assessed by immunoblot analysis with anti-CBP and anti-HA. **i**, **j** Immunoblot analysis of the lysine acetylation of Stat6 and the interaction of wild-type (WT) or the K119R mutant CBP with Stat6 in 293T cells transfected with the indicated expression vectors, assessed by immunoprecipitation with anti-Flag and immunoblot with anti-Ac-Lys, anti-Ac-Stat6 (K383), anti-HA, and anti-Flag. Each panel is a representative experiment of at least three independent biological replicates. Source data are provided as a Source Data file

The Ring domain is essential for the ubiquitination function of E3 ubiquitin ligases^29^, so we speculated that Trim24 functions as an E3 ligase to mediate CBP-induced Stat6 acetylation. Interestingly, IL-4 stimulation did not affect Stat6 ubiquitination (Supplementary Fig. 2c) but dramatically promoted endogenous CBP ubiquitination, and *Trim24* knockdown abolished IL-4-induced endogenous CBP ubiquitination in murine immortalized macrophages (Fig. 4c). In 293T cells, overexpression of full-length Trim24, but not a Ring domain-deleted mutant (Trim24ΔN), markedly enhanced CBP ubiquitination, and Trim24 specifically promoted the Lys63-linked, but not Lys48-linked, ubiquitination of CBP (Fig. 4d, Supplementary Fig. 2d). Consistently, the K63R ubiquitin mutant was unable to mediate Trim24-stimulated ubiquitination of CBP (Supplementary Fig. 2e). Moreover, an in vitro ubiquitination assay revealed that the Trim24 protein could directly add ubiquitin from precharged E2 (UbcH5a) to the CBP protein (Fig. 4e), suggesting that Trim24 is an E3 ligase that directly catalyzes the ubiquitination of CBP.

We next performed MS analysis to identify the ubiquitination site in CBP and found that CBP is ubiquitinated by Trim24 at Lys119 (Fig. 4f). Accordingly, overexpression of Trim24 promoted the ubiquitination of WT, but not the K119R mutant, CBP (Fig. 4g), and an in vitro ubiquitination assay confirmed that the Trim24 protein could not add a ubiquitin chain to the K119R mutant CBP protein (Fig. 4h). Consistently, Trim24 was unable to promote the recruitment of Stat6 to the ubiquitination-free K119R mutant CBP and did not efficiently enhance the mutant CBP-mediated Stat6 acetylation at Lys383 (Fig. 4i, j). However, the K119R mutation in CBP did not affect the association of CBP with Trim24 (Supplementary Fig. 2f), suggesting that Lys63-linked ubiquitination at Lys119 is specifically critical for the binding of CBP with Stat6. These results collectively suggested that Trim24-induced CBP ubiquitination at Lys119 is critical for the recruitment of Stat6 to CBP and thus mediates the acetylation of Stat6.

### Stat6 K383 acetylation restrains macrophage M2 polarization

To study the in vivo function of Trim24-modulated Stat6 acetylation, we generated conditional knockout (KO) mice in which Trim24 was deleted specifically in myeloid cells (termed *Trim24*^M−/−^ hereafter) by crossing *Trim24* floxed mice with LysM cre mice (Supplementary Fig. 3). *Trim24* ablation did not affect the development, maturation, and activation of myeloid cells and lymphoid cells in vivo (Supplementary Fig. 4). Consistent with the knockdown data, Trim24 deletion in murine primary macrophages dramatically suppressed IL-4-induced endogenous CBP ubiquitination and Stat6 acetylation at Lys383 (Fig. 5a, b). Furthermore, Stat6 was slightly acetylated in *Trim24*-deficient macrophages upon IL-4 stimulation, implying that other acetyltransferases, such as p300, may function redundantly to mediate Stat6 acetylation in the absence of Trim24-mediated CBP activation. Accordingly, the loss of Trim24 significantly promoted the DNA-binding activity of Stat6, as shown by the electrophoretic mobility shift assay (EMSA) (Fig. 5c). To further examine the binding activity of Stat6 at the genomic level, we immunoprecipitated Stat6 from IL-4-stimulated WT and *Trim24*-deficient murine primary macrophages and analyzed the coimmunoprecipitated DNA with deep sequencing (CHIP-Seq). As expected, the loss of Trim24, which suppressed Stat6 K383 acetylation, enhanced IL-4-induced Stat6 binding to M2 gene promoters (Fig. 5d, e). These data were further validated by ChIP–QPCR results showing that *Trim24* deficiency indeed promoted IL-4-activated Stat6-binding activity in a time-dependent manner (Fig. 5f). In addition, the K383R mutation in Stat6, which abolished Stat6 acetylation, dramatically promoted Stat6 binding to M2 gene promoters compared with that of WT Stat6 in immortalized murine macrophages upon IL-4 stimulation (Fig. 5g). These results suggested that Stat6 K383 is critical for Stat6–DNA-binding activity and its binding to M2 gene promoters.

**Fig. 5:**
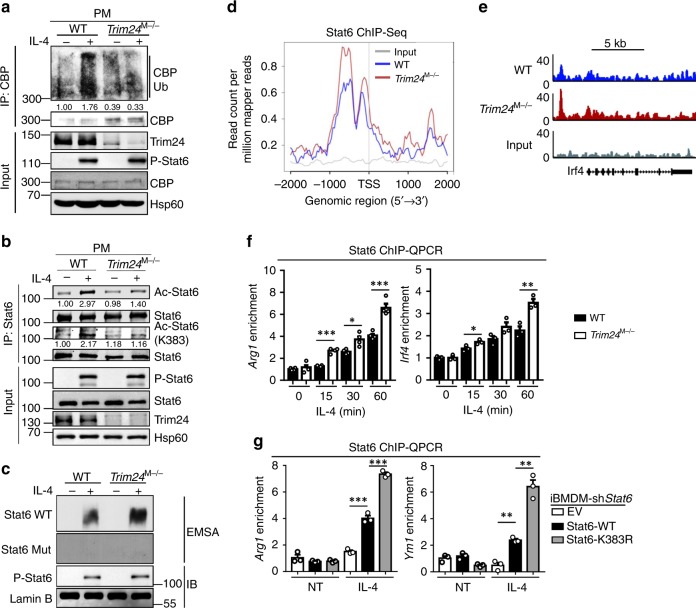
*Trim24* deficiency enhanced DNA-binding activity of Stat6 in M2 gene promoters. **a** Endogenous ubiquitination of CBP in WT and *Trim24*-deficient macrophages that were unstimulated (−) or stimulated (+) with IL-4 for 30 min assessed by immunoblot analysis with anti-ubiquitin after immunoprecipitation with anti-CBP (top) and immunoblot analysis with input proteins and loading controls (below). **b** Immunoblot analysis of endogenous lysine acetylation of Stat6 in WT and *Trim24*-deficient peritoneal macrophages (PMs) that were unstimulated (−) or stimulated (+) with IL-4 for 30 min assessed by immunoprecipitation (IP) with anti-Stat6 and immunoblotting with anti-Ac-Lys, anti-Ac-Stat6 (K383), and anti-Stat6. **c** Electrophoretic mobility shift assay (EMSA) of nuclear extracts from WT and *Trim24*-deficient macrophages that were untreated (−) or stimulated (+) with IL-4 for 1 h assessed with ^32^P-radiolabeled WT or mutant probes for Stat6. Immunoblotting of phosphorylated (P−) Stat6 and Lamin B in the nuclear extract were applied for control. **d** Average Stat6 ChIP signals in the promoter regions of M2 cluster genes in WT and *Trim24*-deficient macrophages stimulated with IL-4 for 1 h. **e** Snapshot of the Stat6 ChIP-Seq signals at the *Irf4* gene loci in WT and *Trim24*-deficient macrophages stimulated with IL-4 for 1 h. **f**, **g** ChIP–QPCR analysis of Stat6 binding to the promoters of *Arg1* and *Irf4* in WT and *Trim24*-deficient macrophages that were left nontreated or stimulated with IL-4 for the indicated time points (**f**) or Stat6 binding to the promoters of *Arg1* and *Ym1* in *Stat6-*knockdown iBMDMs that were reconstituted with empty vector (EV), WT, or the K383R mutant Stat6 and then were left nontreated (NT) or stimulated with IL-4 for 1 h (**g**). Data with error bars are represented as mean ± SD. Each panel is a representative experiment of at least three independent biological replicates. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001 as determined by the unpaired Student’s *t* test. Source data are provided as a Source Data file

To determine the biological consequences of Trim24-mediated Stat6 K383 acetylation, we performed RNA sequencing to examine Stat6-induced transcription activation at the whole-transcriptome level. Consistent with the ChIP-seq data, data from RNA-seq analysis revealed that M2 gene expression is enhanced and enriched in IL-4-stimulated *Trim24*-deficient macrophages through gene set enrichment analysis (GSEA) (Fig. 6a, b). Moreover, QPCR and immunoblot assays confirmed that Trim24 negatively regulated M2 gene expression at both the mRNA and protein levels in primary murine macrophages (Fig. 6c). In contrast, the levels of TLR ligands and/or IFNγ-induced expression of proinflammatory genes and the activation of NF-κB and MAP kinases were comparable between WT and *Trim24*-deficient macrophages (Supplementary Fig. 5). These data suggested that Trim24 functions as a negative regulator of macrophage M2 polarization but is dispensable for M1 polarization.

**Fig. 6:**
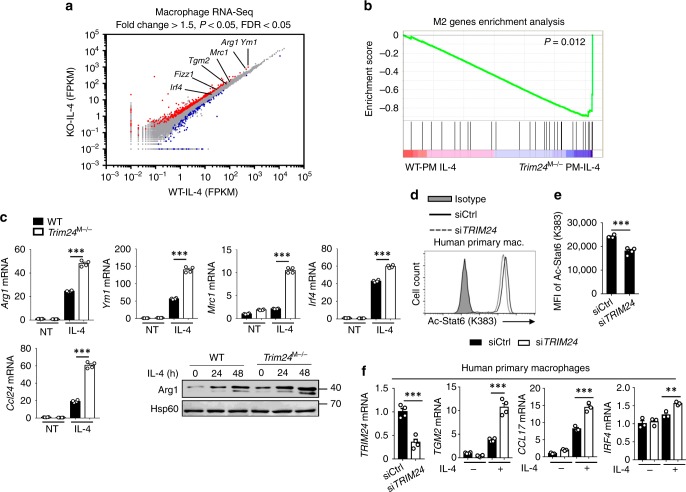
Trim24 negatively regulated macrophage M2 polarization. **a** RNA-sequencing analysis showing differentiated gene expression profiles in WT and *Trim24*-deficient macrophages stimulated with IL-4 for 6 h. Representative M2 genes that were upregulated in *Trim24*-deficient macrophages are indicated in the scatter plot. **b** Gene set enrichment analysis (GSEA) of the M2 gene set in WT and *Trim24*-deficient macrophages stimulated with IL-4 for 6 h by using the RNA-sequencing data from (**a**). **c** QPCR and immunoblot analysis of M2 gene expression in WT and *Trim24*-deficient macrophages that were left nontreated (NT) or stimulated with IL-4. **d**, **e** Flow cytometric analysis of endogenous Stat6 acetylation at Lys383 in control and *TRIM24-*knockdown human peripheral blood mononuclear cell (PBMC)-derived primary macrophages that were stimulated with IL-4 for 30 min. Data are presented as a representative histogram (**d**) and summary bar graph (**e**). **f** QPCR analysis of *TRIM24*, *TGM2*, *CCL17*, and *IRF4* mRNA in control and *TRIM24-*knockdown human PBMC-derived primary macrophages that were left nontreated (−) or stimulated (+) with IL-4 for 6 h. Data with error bars are represented as mean ± SD. Each panel is a representative experiment of at least three independent biological replicates. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001 as determined by the unpaired Student’s *t* test. Source data are provided as a Source Data file

Next, we investigated whether Stat6 is required for the enhanced M2 polarization in *Trim24*-deficient macrophages and examined activation of the IL-4-induced signaling pathway. Trim24 deficiency neither affected IL-4-induced phosphorylation of Stat6 and Akt nor promoted the translocation of Stat6 into the nucleus (Supplementary Fig. 6a, b). However, treatment with tofacitinib, a Jak3-selective inhibitor, dramatically suppressed M2 gene induction and abolished the difference in M2 gene expression between WT and *Trim24*-deficient cells (Supplementary Fig. 6c). In addition, *Stat6* knockdown in mouse immortalized bone marrow-derived macrophages (iBMDMs) exerted an effect similar to that of tofacitinib that was characterized by suppressed and comparable M2 gene induction in both *Trim24*-knockdown and control cells (Supplementary Fig. 6d, e). These results suggested that Stat6 is indispensable for the upregulation of M2 genes in *Trim24*-deficient macrophages, although IL-4-induced phosphorylation and the nuclear translocation of Stat6 were not affected. More interestingly, *TRIM24* knockdown in human peripheral blood mononuclear cell (PBMC)-derived primary macrophages significantly inhibited IL-4-induced Stat6 acetylation at Lys383 and dramatically enhanced the expression of M2 genes accordingly (Fig. 6d–f). These data collectively suggested that Trim24-mediated Stat6 K383 acetylation curtails Stat6–DNA association and thus negatively regulates macrophage M2 polarization.

### Macrophage Trim24 potentiated antitumor immunity

M2-like TAMs exhibit an immunosuppressive function and thus impair antitumor immunity in the tumor niche^4–6^. Our finding that Trim24 negatively regulates macrophage M2 polarization raised the intriguing question of whether Trim24 modulates antitumor immunity in TAMs. We produced an animal model through the subcutaneous inoculation of B16 melanoma cells to study the in vivo antitumor immune function of Trim24 in macrophages. The loss of Trim24 in myeloid cells dramatically promoted tumor growth (Fig. 7a–c). Interestingly, after collecting TAMs from WT and *Trim24*^M−/−^ tumor-bearing mice through FACS sorting, much more Lys383-acetylated Stat6 was detected by immunofluorescent staining in the nuclei of WT TAMs than those of *Trim24*-deficient TAMs (Fig. 7d). Consistently, flow cytometric analysis confirmed that *Trim24* deficiency dramatically inhibited endogenous Stat6 acetylation at Lys383 in TAMs (Fig. 7e, f). In addition, *Trim24*^M−/−^ mice in a parallel experiment also displayed enhanced tumor growth induced by MC-38 colon adenocarcinoma cells (Fig. 7g). 

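RNA was sequenced from tumor-associated macrophages (TAMs), the CD45+CD11b+F4/80+ macrophages sorted from subcutaneous B16 melanomas, of 2 WT mice and 2 mice labelled as lacking Trim24 in myeloid cells. B16 is a mouse melanoma line of the C57BL/6 strain, and Trim24 was removed by LysM-Cre, a recombinase expressed in myeloid cells. The mice were 6 to 8 weeks old at inoculation. The labels place the sort on day 16 after inoculation, whereas the paper gives days 12 to 15 for its analysis of tumor-infiltrating cells and no separate day for RNA sequencing. The authors mapped the reads to GRCm38/mm10 with Bowtie, quantified genes with RSEM, and deposited for each mouse the expected count and the FPKM of each gene above 0. The expected counts summed to 4817292 and 4476122 in WT replicates 1 and 2, and to 4917063 and 5172407 in the libraries labelled Trim24-deficient replicates 1 and 2. At these totals, 3 counts correspond to a normalized count (CPM, reads scaled to a common library total by edgeR) of 0.58 to 0.67, which sets the floor of detection by counting error only. The 10 most abundant genes took between 9.57% and 10.8% of the counts. Expected counts were rounded to whole numbers, and edgeR's filterByExpr kept 11302 of the 16739 genes. The libraries were scaled by edgeR's TMM method, with factors of 1.03, 1.08, 0.957 and 0.943 in the same order, and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The replicates were distinct libraries, since their counts differed by more than sampling noise, with a chi-square per degree of freedom of 9.06 between the WT libraries and 20.1 between the libraries labelled Trim24-deficient.
The targeted gene, Trim24 (Entrez gene 21848), lies on chromosome 6 of GRCm38 from 37870811 to 37966296 on the plus strand and is protein-coding, and its longest basic GENCODE transcript has 19 exons. Its abundance was 5.82 and 2.12 CPM in WT replicates 1 and 2, and 3.43 and 0.411 CPM in the libraries labelled Trim24-deficient replicates 1 and 2. Between samples of the same replicate number, Trim24 was lower in the library labelled Trim24-deficient in both pairs. Across numbers, the library labelled Trim24-deficient replicate 1 was above WT replicate 2, and the groups overlapped (exact two-sided permutation test, p = 0.667, n = 2 per group). The log2 fold change was -1.06 (standard error 0.82, adjusted p = 0.635 from edgeR's quasi-likelihood test), and -1.21 with the replicate number as a block (adjusted p = 0.394). The expected counts were 28.84, 10.16, 16.11 and 2, and the difference was within the spread between replicates. The values are per gene, so reads from the deleted exons could not be told apart from reads of the rest of the transcript.
Sex-linked transcripts followed the genotype labels. The X-linked Xist RNA, on chromosome X from 103460366 to 103483254, was at 10.9 and 6.51 CPM in the WT libraries and at 437 and 256 CPM in the libraries labelled Trim24-deficient (log2 fold change 5.31, standard error 0.36, adjusted p = 0.000365 from edgeR's quasi-likelihood test). The Y-linked Ddx3y was at 73.6 and 102 CPM in the WT libraries and at 0.426 and 0.411 CPM in the libraries labelled Trim24-deficient. Eif2s3y, Uty and Kdm5d, all Y-linked, had log2 fold changes of -7.21, -5.96 and -9.01. The difference in sex-linked transcripts therefore runs along the same split of the libraries as the genotype, and any difference between the groups carries both.

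**Figure D1:**
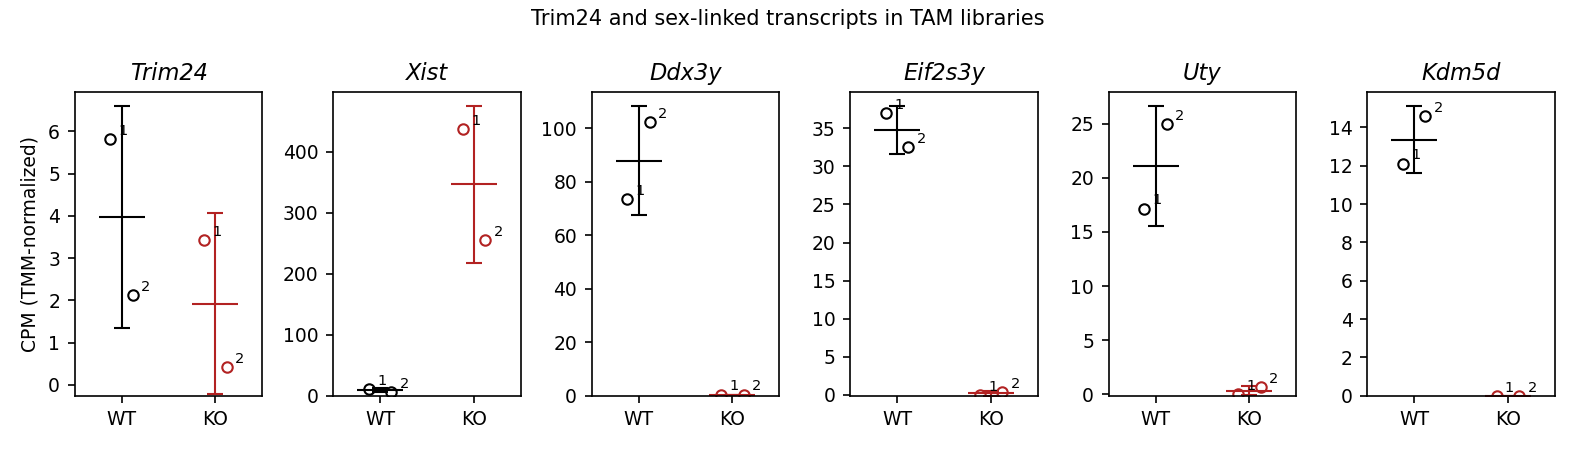
Abundance of Trim24 and of 5 sex-linked transcripts in CPM, normalized by TMM, in WT libraries and in libraries labelled Trim24-deficient (KO). Open circles are single libraries numbered by replicate, horizontal lines are group means, and bars are SD (n = 2). Trim24 overlaps between groups, with 2.12 CPM in WT replicate 2 and 3.43 CPM in KO replicate 1, whereas Xist and the Y-linked transcripts do not.

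Samples of both groups carry the replicate numbers 1 and 2. Deviations from the group means correlated across genes at 0.165 between samples of the same number, and genes are not independent replicates. With 2 samples per group the correlation between samples of different numbers is the negative of this by construction, so it is no test of pairing. Results for the genes at the claims are also given with the replicate number as a block. The block leaves 1 residual degree of freedom per gene, against 2 without it. In that fit edgeR relied wholly on the spread shared by all genes (an infinite prior). Its p-values therefore do not measure how much the tested gene varied between mice.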

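Arg1 (Entrez gene 11846), on chromosome 10 from 24915221 to 24927484 with 8 exons, was at 365 ± 254 CPM in WT TAMs and at 1532 ± 265 CPM in the libraries labelled Trim24-deficient (SD, n = 2 each). Its log2 fold change was 2.07 (standard error 0.43, adjusted p = 0.099 from edgeR's quasi-likelihood test). Both libraries labelled Trim24-deficient were above both WT libraries, for which the exact two-sided permutation test gives p = 0.333, the smallest p that 2 mice against 2 allow. With the replicate number as a block, the Arg1 log2 fold change was 2.25 (adjusted p = 1.25e-22 from edgeR's quasi-likelihood test), the alternative that moved its adjusted p most. That p takes its spread from all genes, so it does not measure the spread of Arg1 between mice.
Chil3 (Entrez gene 12655), which the paper calls Ym1, lies on chromosome 3 from 106147554 to 106167564 and has 11 exons. It was at 68.3 ± 27.2 CPM in WT TAMs and at 144 ± 38 CPM in the libraries labelled Trim24-deficient, a log2 fold change of 1.08 (standard error 0.29, adjusted p = 0.194 from edgeR's quasi-likelihood test). Every library labelled Trim24-deficient was above every WT library. With the replicate block the log2 fold change was 1.11 (adjusted p = 2.1e-05 from edgeR's quasi-likelihood test), and with DESeq2's size factors and Wald test it was 1.09 (adjusted p = 0.0451).
Mrc1 (Entrez gene 17533), on chromosome 2 from 14229392 to 14332057 with 30 exons, was not higher in the libraries labelled Trim24-deficient. It was at 1257 and 1452 CPM in WT replicates 1 and 2 and at 664 and 1353 CPM in the libraries labelled Trim24-deficient replicates 1 and 2, a log2 fold change of -0.43 (standard error 0.32, adjusted p = 0.621 from edgeR's quasi-likelihood test). The change stayed below 0 with each library left out in turn, between -1.03 and -0.0013, and with the replicate block it was -0.51 (adjusted p = 0.135 from edgeR's quasi-likelihood test). The difference was within the spread between replicates.
Retnla (Entrez gene 57262), which the paper calls Fizz1, lies on chromosome 16 from 48842551 to 48844461 and has 4 exons. Its expected counts were 0 and 1 in WT replicates 1 and 2 and 5 and 21 in the libraries labelled Trim24-deficient replicates 1 and 2, and the filter on low counts removed it. Without that filter its log2 fold change was 4.42 (standard error 1.27, adjusted p = 0.226 from edgeR's quasi-likelihood test), and with the replicate block it was 4.43 (adjusted p = 0.0568). In log2(FPKM + 1) values the change was 2.00, and in log2(FPKM + 0.1) values it was 4.05.
Ccl24 (Entrez gene 56221), on chromosome 5 from 135569937 to 135573049 with 3 exons, was at 3.28 ± 0.073 CPM in WT TAMs and at 8.83 ± 4.36 CPM in the libraries labelled Trim24-deficient. The log2 fold change was 1.42 (standard error 0.47, adjusted p = 0.267 from edgeR's quasi-likelihood test), and 1.36 with the replicate block (adjusted p = 0.0783). Without each library in turn the Arg1 change ranged from 1.49 to 3.06, that of Chil3 from 0.73 to 1.55 and that of Ccl24 from 0.80 to 1.85.

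**Figure D2:**
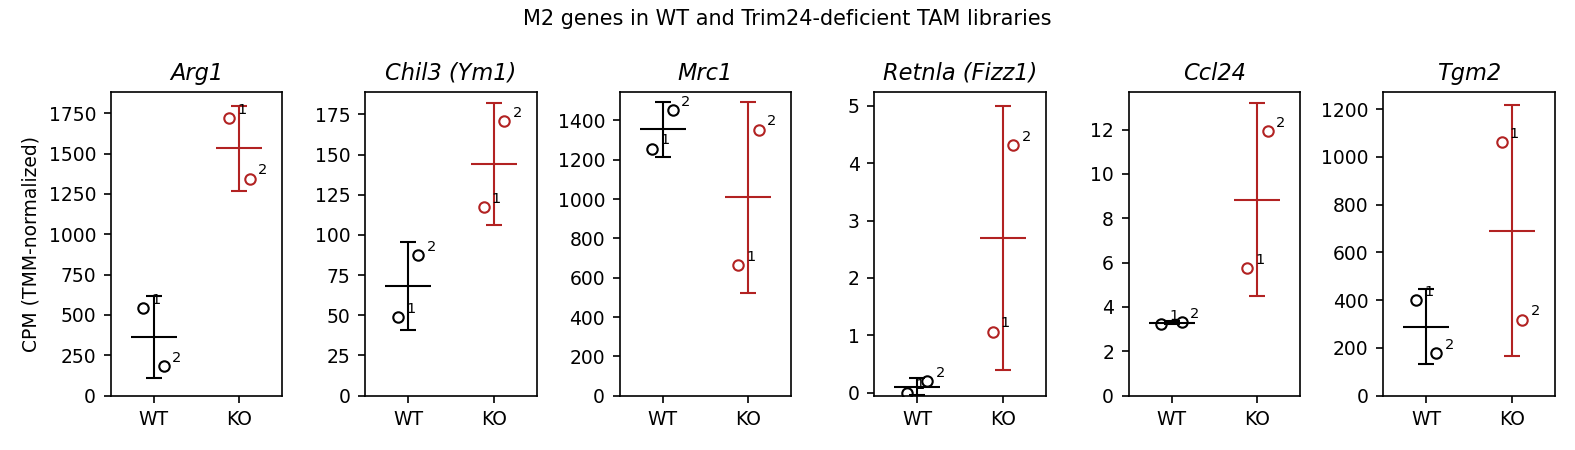
Abundance of 6 genes the paper names as M2 genes or labels in Fig. 7h, in CPM normalized by TMM, in WT libraries and in libraries labelled Trim24-deficient (KO). Open circles are single libraries numbered by replicate, horizontal lines are means, and bars are SD (n = 2). Arg1, Chil3, Retnla and Ccl24 are higher in both KO libraries than in both WT libraries, whereas Mrc1 at 664 and 1353 CPM is not. Tgm2 also overlaps, with 319 CPM in KO replicate 2 and 400 CPM in WT replicate 1.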

As expected, Trim24 ablation significantly promoted the expression of M2 signature genes in TAMs, including *Arg1*, *Ym1*, *Mrc1*, and *Fizz1*, and the macrophage-recruiting chemokine *Ccl24* (Fig. 7h–j). Consistently, the *Trim24*^M−/−^ mice displayed notably increased tumor infiltration of CD11b^+^F4/80^+^ macrophages (Fig. 7k), whereas the infiltration of myeloid-derived suppressor cells (MDSCs) and dendritic cells was not affected by Trim24 ablation (Supplementary Fig. 7a). Accordingly, the myeloid cell's Trim24 deficiency impaired the tumor infiltration of IFNγ-producing CD4^+^ and CD8^+^ effector T cells (Fig. 7l), suggesting that *Trim24* deficiency impaired antitumor immunity through suppressed Stat6 acetylation in TAMs.

**Fig. 7:**
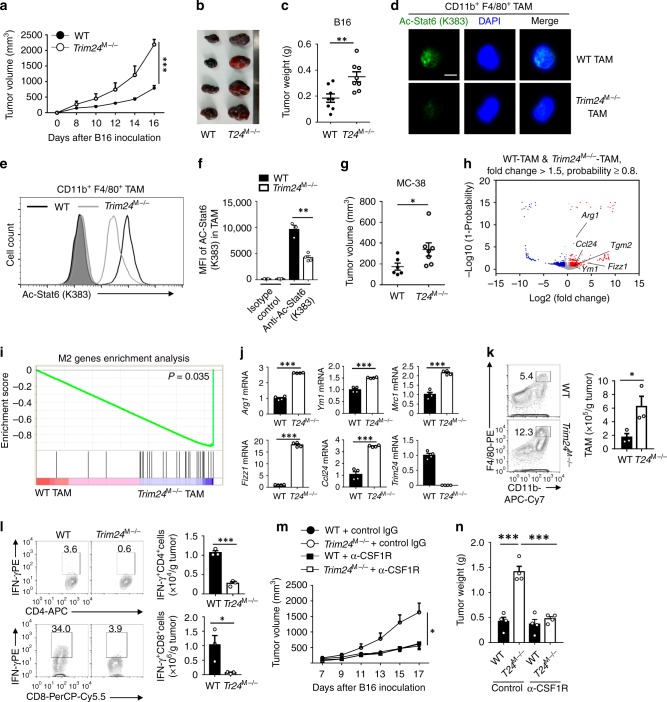
Trim24 deficiency in macrophages impaired antitumor immunity. **a**–**c** Tumor growth (**a**), representative tumor pictures (**b**), and tumor weight (**c**) of WT and *Trim24*^M−/−^ mice (*n* = 8) that were injected s.c. with B16 melanoma cells. **d** Confocal microscopy images showing Lys383-acetylated Stat6 in the nucleus of tumor-associated macrophages (TAMs) that isolated from B16 melanoma of WT and *Trim24*-deficient mice; DAPI staining indicated the nucleus of the cells. Scale bars: 5 μm. **e**, **f** Flow cytometric analysis of endogenous Stat6 acetylation at Lys383 in WT and *Trim24*-deficient TAM as described in (**d**). Data are presented as a representative histogram (**e**) and summary bar graph (**f**). **g** Tumor weight of WT (n = 6) and *Trim24*^M−/−^ mice (*n* = 7) that were injected s.c. with MC-38 colon adenocarcinoma cells. **h**–**j** RNA-sequencing analysis of gene profiles (**h**), M2 gene enrichment (**i**), and QPCR verification of M2 genes (**j**) in WT and *Trim24*^M−/−^ TAM that were isolated from B16 melanoma. The M2 signature genes were indicated in the plot. **k**, **l** Flow cytometric analysis of CD45^+^CD11b^+^F4/80^+^ TAM (**k**) and IFNγ-producing CD4^+^ and CD8^+^ T cells (**l**) in B16 melanoma of WT and *Trim24*^M−/−^ mice. Data are presented as a representative plot (left panel) and summary graph (right panel). **m**, **n** Tumor growth (**m**) and weight (**n**) in WT or *Trim24*^M−/−^ mice (*n* = 4) that were injected s.c. with B16 melanoma cells, and with intravenous injection of the anti-CSF1R antibody to deplete macrophages in vivo. Data with error bars are represented as mean ± SD. Each panel is a representative experiment of at least three independent biological replicates. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001 as determined by the unpaired Student’s *t* test. Source data are provided as a Source Data file

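The whole profile of tested genes was compared between the WT TAM libraries and the libraries labelled Trim24-deficient, with a fold change above 1.5 and a false discovery rate below 0.05 as in the paper's methods. Of 11302 genes, 42 passed both, 33 of them higher and 9 lower in the libraries labelled Trim24-deficient (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 42 parted every library of one label from every library of the other. On the X and Y chromosomes lay 9 of the 42, 31 lay on autosomes, and 2 have no position in the tables used. Without adjustment, 1379 genes had p under 0.05, against 565 that 5% of the genes would give. None of the 8 genes the paper calls M2 genes was among the 42. The largest move came with the replicate number as a block, which gave 634 genes, 425 higher and 209 lower. The p-values of that fit take the spread from all genes and not from each gene.
Among called genes with a mean log2 CPM of at least 3, and apart from Xist, Tsix and Y-linked transcripts, the largest increases were in a gene listed by the files as Entrez 18724, for which the tables used here give no symbol (log2 fold change 4.98), in Pira1 (4.15) and in Il1a (4.07). Pira1 has near-identical paralogs among the paired immunoglobulin-like receptor genes, whose reads the authors' counting could have split, and Entrez 18724 is numbered within the range of these genes. The largest decreases within the same limits were in Slc6a8 (-1.80) and Tlr7 (-1.38), both on chromosome X. The threshold printed in Fig. 7h is a probability of at least 0.8 with a fold change above 1.5. A probability of that type, computed from the FPKM values with the pairs of replicates as noise, passed 100 genes, 61 higher and 39 lower. Of the 5 genes labelled in Fig. 7h, only Arg1 passed it, with a probability of 0.853, whereas Tgm2 had 0.785, Retnla 0.777, Chil3 0.73 and Ccl24 0.624. Tgm2 (Entrez gene 21817), on chromosome 2 from 158116402 to 158146436, was at 400 and 177 CPM in the WT libraries and at 1063 and 319 CPM in the libraries labelled Trim24-deficient. Its log2 fold change was 1.26 (standard error 0.52, adjusted p = 0.374 from edgeR's quasi-likelihood test), with overlapping groups, and 1.13 with the replicate block (adjusted p = 7.22e-06).

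**Figure D3:**
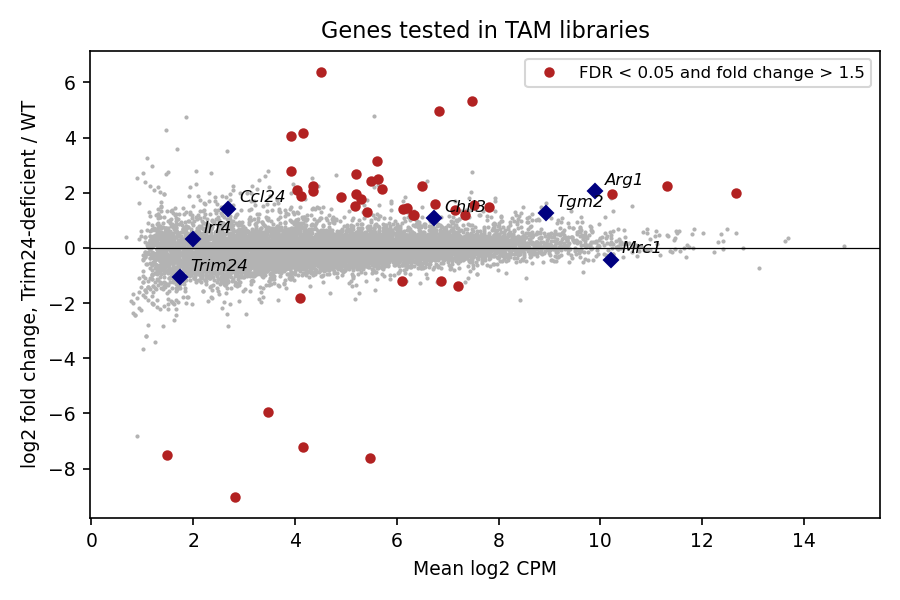
log2 fold change between libraries labelled Trim24-deficient and WT libraries against mean log2 CPM, for each tested gene. Red circles are the 42 genes with FDR below 0.05 and fold change above 1.5, grey dots are other genes, and blue diamonds are Trim24 and the tested M2 genes of the paper, none of which passed.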

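Enrichment of M2 genes was computed from the same ranking. The paper's text does not list the members of its M2 gene set, so the 8 genes that it calls M2 genes were used (Arg1, Mrc1, Retnla, Chil3, Ccl17, Ccl24, Irf4 and Tgm2), of which 6 were tested. Retnla and Ccl17 were below the filter on low counts, with Ccl17 at expected counts of 0, 1, 1 and 6. Over genes ranked by log2 fold change, the weighted enrichment score was 0.862 towards the libraries labelled Trim24-deficient, with p = 0.0058 from a two-sided permutation of genes (10000 random lists of the same length, matched on mean expression). This p describes these 4 libraries, not the genotypes. Of the 6 genes, 5 had a log2 fold change above 0, and their median was 1.17. The score of single pairs of libraries ranged from 0.725 to 0.92 over the 4 pairs. With the replicate block the score was 0.857, and with the wider M2 list, which moved it most among the gene lists, it was 0.666. In the same ranking a list of M1 genes scored 0.847 (p = 1e-04 from the same permutation of genes), with 19 of 19 tested genes above 0. The enrichment was thus not specific to M2 genes. The M2 score includes Irf4, whose log2 fold change was 0.33 (standard error 0.54, adjusted p = 0.848 from edgeR's quasi-likelihood test), was 0.30 with the replicate block (adjusted p = 0.879) and fell below 0, to -0.25, without the library labelled Trim24-deficient replicate 1. Stat6 itself, the transcription factor acetylated in the paper's model, was at 248 ± 11.4 CPM in WT TAMs and at 297 ± 18.8 CPM in the libraries labelled Trim24-deficient (SD, n = 2 each), a log2 fold change of 0.26 (standard error 0.19, adjusted p = 0.617 from edgeR's quasi-likelihood test), with an adjusted p of 0.608 under the replicate block. From the profile, the enrichment and the QPCR measurements of Fig. 7h–j, the paper states that loss of Trim24 raised M2 gene expression in TAMs.

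**Figure D4:**
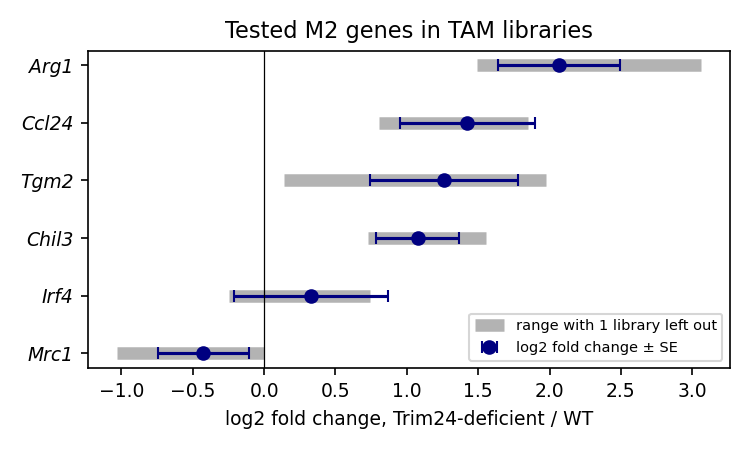
log2 fold changes of the 6 tested M2 genes between libraries labelled Trim24-deficient and WT libraries. Points with bars are values and standard errors, and grey bands are the ranges over the 4 fits that each left out 1 library. Arg1 is highest at 2.07, and Mrc1 lies below 0 at -0.43.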

Since LysM cre is primarily expressed in myeloid cells, including macrophages and MDSCs, we next examined whether Trim24 regulates antitumor immunity in macrophages or MDSCs. To that end, we specifically deleted macrophages or MDSCs by injecting anti-CSF1R or anti-Ly-6G antibodies and challenged mice with B16 melanoma cells. Macrophage deletion significantly suppressed tumor growth in *Trim24*^M−/−^ mice and abolished the difference in the tumor growth rate between WT and *Trim24*^M−/−^ mice (Fig. 7m, n, Supplementary Fig. 7b, c). In contrast, deletion of MDSCs did not perturb the difference in tumor growth between WT and *Trim24*^M−/−^ mice (Supplementary Fig. 7d–g). These data therefore collectively established the essential role of Trim24-modulated Stat6 acetylation in potentiating antitumor immunity in macrophages.

### Stat6 directly suppressed macrophage *Trim24* expression

High levels of IL-4 in the tumor niche drive the M2 polarization of TAMs and thus impair antitumor immunity. However, our data suggested that IL-4-induced Stat6 acetylation functioned as a negative feedback loop to restrain M2 polarization in macrophages. This discrepancy prompted us to speculate that some factors may counteract the effect of Stat6 acetylation in TAMs. To this end, we collected CD11b^+^ macrophages from breast tumor and adjacent normal tissues from the same cancer patient and examined expression of the *TRIM24* and M2 genes in six patients. Decreased *TRIM24* expression and increased expression of the M2 genes *CCL17* and *IRF4* were detected in macrophages isolated from breast tumors compared with their levels in adjacent normal tissues (Fig. 8a). Therefore, we speculated that Trim24 in macrophages is downregulated by the sensing of environmental factors during tumor pathogenesis. Indeed, both the culture supernatant of B16 melanoma cells and the tumor signature Th2 cytokine IL-4 significantly inhibited *Trim24* expression in both mouse and human macrophages (Fig. 8b–e).

**Fig. 8:**
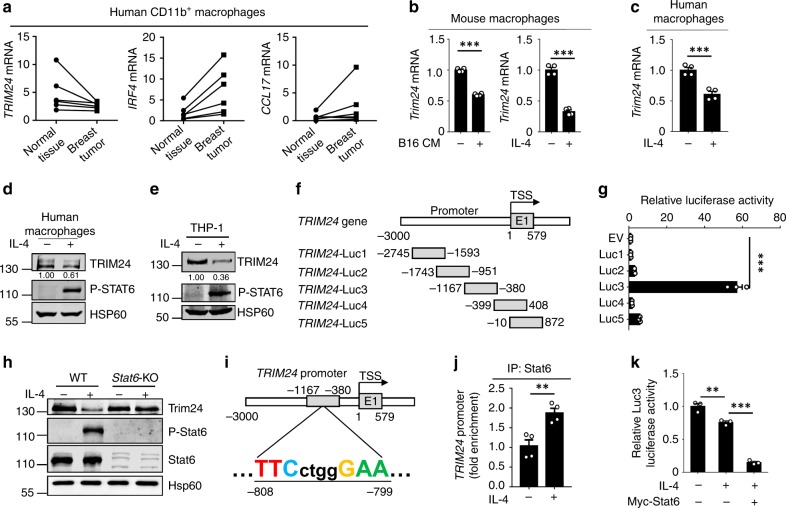
Stat6-mediated direct transcriptional suppression of Trim24. **a** QPCR analysis of *TRIM24*, *IRF4*, or *CCL17* mRNA expression in sorted CD11b^+^ macrophages that isolated from six pairs of breast tumor and adjacent normal tissues from six breast cancer patients. **b**–**e** QPCR and immunoblot analysis of *Trim24* gene expression in murine primary macrophages or in human PBMC-derived macrophages or in human THP-1 cells that were left nontreated (−) or stimulated (+) with a conditioned medium of B16 melanoma cells or IL-4 for 6 h. **f**, **g** Structure schema of the constructed luciferase reporters by using different truncated promoter sequences of *TRIM24* gene, which were then used to test the luciferase activity. **h** Immunoblot of Trim24, phosphorylated (P), and total Stat6 and Hsp60 (loading control) expression in macrophages isolated from wild-type (WT) and *Stat6*-deficient (*Stat6-*KO) mice. **i** Schematic representation showing a Stat6-conserved binding site located in the promoter region of *TRIM24* gene between –1167 and –380. **j** ChIP–QPCR analysis of the binding of STAT6 in the promoter region of *TRIM24* gene in the THP-1 cells that were stimulated with (+) or without (−) IL-4 for 1 h. **k** Luciferase assay of Stat6-induced transcriptional suppression of *TRIM24* in 293T cells that were transfected with the indicated expression vector, and then were stimulated with (+) or without (−) IL-4 for 4 h. Data with error bars are represented as mean ± SD. Each panel is a representative experiment of at least three independent biological replicates. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001 as determined by the unpaired Student’s *t* test. Source data are provided as a Source Data file

To investigate how *TRIM24* expression is suppressed, we generated luciferase reporter plasmids by introducing different human *TRIM24* promoter fragments into the pGL4-basic plasmid. Interestingly, the promoter region between −1167 and −380 dramatically promoted luciferase activity compared with the pGL4-basic reporter (Fig. 8f, g), suggesting that this promoter fragment is the major region responsible for transcriptional activation of the *TRIM24* gene. A recent study suggested that the transcription factor Stat6 directly induces both transcriptional activation and suppression in macrophages^30^, so we speculated that IL-4-induced Stat6 directly mediates the transcriptional repression of *TRIM24* in M2-polarized macrophages. Indeed, Stat6 deficiency abolished the IL-4-induced suppression of Trim24 expression in macrophages (Fig. 8h). In addition, a conserved Stat6-binding motif (TTCN_4_GAA) in the *TRIM24* gene promoter region between −1167 and −380 was identified (Fig. 8i), and ChIP–QPCR analysis confirmed that IL-4-induced activated Stat6 could directly bind to this promoter region (Fig. 8j). Moreover, IL-4 stimulation dramatically suppressed the luciferase activity driven by this promoter fragment, and Stat6 overexpression further enhanced the suppressive effect of *TRIM24* transcriptional activity (Fig. 8k). Taken together, these data showed that IL-4-activated Stat6 directly suppresses *TRIM24* gene expression during macrophage M2 polarization, which may in turn contribute to immunosuppressive profiles in the context of the tumor microenvironment.

## Discussion

Stat6 is the major transcription factor responsible for the induction of M2 genes during macrophage M2 polarization^14^. Considering the critical negative regulatory role of M2-prone TAMs in regulating antitumor immunity^4–6^, the study of Stat6 transcriptional modulation may promote the identification of therapeutic targets for cancer immunotherapy. The present study showed that in healthy conditions with high levels of Trim24, the Th2 cytokine IL-4 can induce Stat6 acetylation by ubiquitinated CBP, which is mediated by its association with Trim24. Stat6 acetylation compromised the transcriptional activity of M2 genes and thus restrained macrophage M2 polarization and potentiated antitumor immunity. However, in the tumor microenvironment, activated Stat6 could directly mediate the transcriptional suppression of *Trim24* in M2-polarized macrophages, in which low levels of Trim24 were insufficient to mediate CBP ubiquitination and Stat6 acetylation. In this case, Stat6-mediated Trim24 downregulation further promoted M2 polarization and impaired antitumor immune function, forming a positive feedback loop to contribute to the immunosuppressive protumor niche (Supplementary Fig. 8). Here, we identified the first acetylation modification in Stat6 to curtail its transcriptional activity, through which macrophage M2 polarization and antitumor immunity were controlled.

Protein lysine acetylation, a dynamic process in which an acetyl group is introduced to a specific lysine through an acetyltransferase, such as CBP, p300, and PCAF, has critical functions in multiple biological processes through modulating transcriptional activity and stabilizing specific substrate proteins^31–33^. The regulation of acetylation in histone proteins and their functions have been well characterized in published studies, which show that acetylation is a key epigenetic modulatory mechanism to control gene transcription^34,35^. Nevertheless, increasing research has shed light on the role of lysine acetylation in regulating the functions of transcription factors. The negatively charged phosphate backbone of DNA tends to attract positively charged lysine and arginine residues in the DBDs of transcription factors. However, the acetylation of lysine residues neutralizes their positive charges and thus suppresses the DNA-binding affinity and transcriptional activity of acetylated transcription factors, whereas deacetylation promotes their transcriptional activity^27,28,36^. For example, a recent study suggested that the acetylation of Lys242, Lys245, and Lys262 in Foxo1 inhibits its DNA-binding affinity and thus attenuates its transcriptional activity^28^. In concert with these studies, here, the lysine acetylation of Stat6 indeed inhibited its DNA-binding affinity for the promoters of M2 signature genes and thus suppressed the expression of the corresponding genes.

The acetylation of STAT family proteins has been extensively studied, and several acetylation sites in STAT1, STAT2, STAT3, and STAT5 have been identified^20–24^. A previous study revealed that the HDAC4-induced deacetylation of both Stat6 and histone 3 is important for Arg1 transcription in dendritic cells^37^. The present study also suggested that IL-4-induced Stat6 acetylation negatively regulates the expression of M2 genes in macrophages. However, until now, the exact acetylation site in Stat6 had not been identified; thus, little is known about the biological consequence of its site-specific lysine acetylation at present. A recent structure-based study of Stat6 suggested that K284, K288, K367, and K369 in the DBD of Stat6 are critical for its DNA-binding activity, and Stat6 mutants generated by the replacement of these lysine residues with aspartic acid residues disrupted the association of Stat6 with the corresponding DNA sequence^38^. However, although these lysine residues in Stat6 are critical for its association with DNA, whether these four lysine residues are acetylation sites in Stat6 and the related biological functions of these residues were not known until now. Nevertheless, our study demonstrated that none of these lysine residues is the actual acetylation site of Stat6, and we identified the first functional acetylation site in Stat6, Lys383 in the DBD of Stat6. In addition, Stat6 acetylation at Lys383 suppressed its DNA-binding activity, thus restraining macrophage M2 polarization, and potentiated the antitumor immune responses of macrophages. Published studies have suggested that *Trim24* deficiency in hepatocytes promotes retinoic acid receptor (RAR)-dependent gene expression^39^, and a partner of RAR, retinoid X receptor (RXR), showed widespread overlap with STAT6 binding in human CD14^+^ monocyte-derived macrophages^40^. Therefore, it is possible that the *Trim24* deficiency-induced inhibition of Stat6 acetylation functions synergistically with RXR to enhance M2 gene expression in macrophages.

Trim family proteins, which contain a conserved N-terminal Ring domain and diverse C-terminal domains, usually function as E3 ligases that mediate the ubiquitination of different substrates^41–43^. Previous studies have suggested that Trim family proteins play important roles in modulating innate immune signaling^42,43^, T-cell differentiation^44^, and tumor growth and metastasis^45^. Trim24 is a newly identified E3 ubiquitin ligase, and accumulating evidence has revealed the emerging role of Trim24 in regulating the initiation and development of various kinds of tumors^39,46–48^. Here, we found that Trim24 is a CBP-associated protein that functions as a direct E3 ubiquitin ligase to mediate the Lys63-linked ubiquitination of CBP at Lys119. To the best of our knowledge, Trim24 is the first identified E3 ubiquitin ligase that mediates the Lys63-linked ubiquitination of CBP, and we also identified the first functional Lys63 ubiquitination site in CBP as Lys119. In addition, the Lys119 of CBP is evolutionally conserved with Lys123 of p300. Considering the functional redundancy between CBP and p300 and the Stat6 acetylation that is slightly increased in CBP-knockdown or *Trim24*-deficient macrophages, we speculated that Trim24 may also function as a E3 ligase to mediate p300 ubiquitination, and then promote Stat6 acetylation. Since Trim24 and CBP are primarily located in the nucleus, Trim24-mediated CBP ubiquitination may occur in the nuclei of macrophages upon IL-4 stimulation. As a consequence, IL-4 stimulation promotes Stat6 translocation into the nucleus, where Stat6 is recruited to ubiquitinated CBP and acetylated at Lys383. Since Lys383 is apparently important for the contact of Stat6 with DNA, the association of Stat6 with DNA most likely precludes its acetylation by CBP.

In summary, the present study identified the essential negative regulatory role of Stat6 acetylation mediated by Trim24-induced CBP ubiquitination in macrophage M2 polarization. Due to the critical tumor-promoting function of M2-like TAMs, we propose that targeting Trim24 or downstream Stat6 acetylation has clinical potential in cancer immunotherapy.

## Methods

### Patient samples

For the analysis of gene expression in CD11b^+^ macrophages in breast cancer patients, six primary breast cancer patients, who underwent curative-intent surgery at Comprehensive Breast Health Center, Ruijin Hospital, Shanghai Jiao Tong University School of Medicine, were enrolled in this study. None of the patients had received any preoperative treatment. Specimens were obtained from surgical tissues. Informed consent was obtained from all study subjects prior to their inclusion in this study. The sample collection for this study was reviewed and approved by the Ethics Committee of Ruijin Hospital, Shanghai Jiao Tong University School of Medicine.

### Mice

*Trim24* floxed mice were generated from Shanghai Research Center for Model Organisms following the procedure as described in Supplementary Fig. 3, and then were backcrossed with C57BL/6 mice for at least for six generations. The C57BL/6 background *Trim24* floxed mice were crossed with lysozyme M (LysM)-Cre mice^49^ to produce myeloid cell–conditional Trim24 KO mice (*Trim24*^flox/flox^ LysM-Cre, termed *Trim24*^M−/−^). 

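The LysM-Cre allele drives Cre from the lysozyme M locus, Lyz2 (Entrez gene 17105), on chromosome 10 of GRCm38 from 117277331 to 117282321 on the minus strand, with 4 exons in its longest basic GENCODE transcript. In TAMs sorted from B16 tumors of WT mice, Lyz2 transcript was at 5212 and 3504 CPM, and in those labelled Trim24-deficient it was at 7132 and 5346 CPM. The log2 fold change was 0.52 (standard error 0.28, adjusted p = 0.481 from edgeR's quasi-likelihood test) and 0.53 with the replicate block (adjusted p = 0.0722), and both alleles of the locus are counted together.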

*Stat6*^+/−^ mice under C57BL/6 background (SJ-002828) were purchased from Shanghai Research Center for Model Organisms and were intercrossed to generate *Stat6*^−/−^ (KO) and *Stat6*^+/+^ (WT) mice, which were used in the experiments. In all of the experiments, WT littermate controls were used. All mice were maintained in a specific pathogen-free facility, and all animal experiments were complied with all relevant ethical regulations for animal testing and research, and were in accordance with protocols approved by the institutional Biomedical Research Ethics Committee, Shanghai Institutes for Biological Sciences, Chinese Academy of Sciences.

### Murine tumor models

Adherent B16–F10 or MC-38 cells were harvested; after washing twice with phosphate-buffered saline (PBS), single-cell suspensions of 1.2 × 10^6^ cells were subcutaneously injected into the abdomen of 6–8-week-old age- and sex-matched WT and *Trim24*^M−/−^ mice. Tumor volumes were measured every 2-day intervals with a caliper and calculated by using the equation: *V* = (minor tumor axis)^2^ × (major tumor axis) × *π*/6. For analysis of immune cell infiltration in tumor, mice were killed 12–15 days after B16 inoculation, tumors were weighed, and the infiltrated immune cells were collected for flow cytometric analysis.

### Plasmids, antibodies, and reagents

Stat6 luciferase plasmid p4 × Stat6-Luc2P (35554) were purchased from Addgene. The pcDNA-CBP was provided by Dr. P. Xu^50^. The cDNA encoding Stat6 (NM_009284.2), Trim24 (NM_145076.4), and its truncations was cloned from the mouse spleen and constructed into the pcDNA vector. For the generation of Stat6 or CBP mutants, point mutations were constructed by site-directed mutagenesis.

Flow cytometric antibodies for mouse CD3 (145-2C11), CD4 (RM4–5), CD8a (53–6.7), CD11b (M1/70), CD11c (N418), CD16/CD32 (93), CD19 (1D3), CD25 (PC61.5), CD44 (IM7), CD45 (30-F11), CD62L (MEL-14), Foxp3 (FJK-16s), B220 (RA3-6B2), F4/80 (BM8), and Ly-6G/Ly6C (RB6-8C5) were from eBioscience. Antibodies for Trim24 (14208-1-AP) and GAPDH (60004-1-1G) were from Proteintech. Antibodies for Trim24 (C-4, sc-271266), Hsp60 (H-1, sc-13115), Lamin B (C-20, sc-6216), p65 (C-20, sc-372), IκBα (C-21, sc-371), p38 (H-147, sc-7149), Erk1 (K-23, sc-94), Stat6 (M-20, sc-981), Irf4 (M-17, sc-6059), Ub (P4D1, sc-8017), c-Myc (9E10, sc-40), and donkey anti-goat IgG (HRP, sc-2020) were from Santa Cruz. Antibodies for Arg1 (9819), Mrc1 (91992), Jnk (9252), Tbk1 (3013), CBP (7389), Stat6 (5397), Acetylated-Lysine (9441), Normal Rabbit IgG (2729), P-Jnk (4668), P-Stat6 (9361), P-Akt (2965, 4060), P-p65 (3033), P-IκBα (2859), P-p38 (9215), P-Stat1 (7649), and P-Tbk1 (5483) were from Cell Signaling. Antibodies for β-actin (A2228) and Flag (A8592) were from Sigma-Aldrich. The antibody for HA (2013819) was from Roche. Antibodies for Lys48-Ubiquitin (05-1307) and Lys63-Ubiquitin (05-1308) were from Merck. Antibodies for Alexa Fluor 594 or Alexa Fluor 488-conjugated rabbit IgG (A21207, A11034), and Alexa Fluor Plus 488-conjugated Mouse IgG (A32723) were from Thermo Fisher Scientific. All of the antibodies for flow cytometry were used at a dilution of 1:100, the primary antibodies for immunofluorescence were used at a dilution of 1:400, and the antibodies for immunoblot or secondary antibodies for immunofluorescence were used at a dilution of 1:1000. The antibody for mouse Lys383-acetylated Stat6 was generated from Shanghai Genomics, and was diluted at 1:50 for flow cytometry or was diluted at 1:200 for immunoblot or immunofluorescence examination.

LPS (L3129) was purchased from Sigma-Aldrich. Protein-A/G magnetic beads (HY-K0202) were from MedChemExpress. FastStart universal SYBR Green master mix (4913914001) was from Roche. Proteinase K (A300491) and DAPI dihydrochloride (A606584) were from Sangon Biotech. Klenow fragment DNA polymerase I (2140A) and PrimeScript RT reagent kit (RR037A) were from Takara. LIVE/DEAD™ fixable violet dead cell stain kit (L34963), TRIzol reagent (15596018), RNase A (8003089), and Lipofectamine 3000 (L3000015) were from Thermo Fisher Scientific. EZ-ChIP chromatin immunoprecipitation kit (17-371) and immobilon Western chemiluminescent HRP substrate (WBKLS0500) were from Millipore. Dual-Luciferase reporter assay system (E1960) and TNT quick coupled transcription/translation systems (L1170) for in vitro protein expression were from Promega. UbcH5a/UBE2D1-ubiquitin charged (human recombinant, E2-800) for in vitro ubiquitination assay was from Boston Biochem. ClonExpress II one step cloning kit (C112) and AxyPrep PCR cleanup kit (AP-PCR-250) were from Vazyme and Axygen, respectively. Recombinant mouse interleukin-4 (CK74), human interleukin-4 (CD03), human macrophage colony-stimulating factor (C417), and human interleukin 10 (CD04) were from Novoprotein. Recombinant mouse IFNγ (315-05) was from Peprotech. Tofacitinib (S2789) and Trichostatin A (TSA, S1045) were purchased from Selleck. NAM, 72340 was from Sigma-Aldrich.

### Macrophage preparation and stimulation

BMDMs were prepared as previously described^49^. In brief, BM cells isolated from mouse tibia and femur were cultured in 10-cm dishes with DMEM containing 20% FBS and L929 conditional medium. After 4–5 days of culture, the adherent macrophages were detached and seeded into culture plates for further experiments.

For the preparation of peritoneal macrophages, 4% thioglycolate (BD) was intraperitoneally injected into 6–8-week-old WT and *Trim24*^M−/−^ mice. After 4–5 days, mice were killed, and the peritoneal cavity was lavaged with DMEM medium. The peritoneal cells were collected by centrifugation and seeded in the dish. Macrophages were allowed to adhere for 4 h, washed with fresh medium to remove unattached cells, and incubated overnight.

Human PBMC-derived macrophages were prepared as previously described^51^. Briefly, PBMCs isolated from human peripheral blood of healthy donors were cultured in RPMI-1640 medium with 2 mM l-glutamine, 50 ng mL^−1^ M-CSF, 25 ng mL^−1^ IL-10, and 10% FBS. After monocytes differentiated and proliferated sufficiently to become confluent, which required around 6 days of culture, macrophages were detached for further experiments.

For the stimulation experiments, macrophages were starved overnight in a medium containing 0.5% FBS before being stimulated with IL-4 (20 ng mL^−1^ for murine macrophages, 50 ng mL^−1^ for human macrophages), LPS (100 ng mL^−1^), or IFNγ (100 ng mL^−1^). Total and subcellular extracts were prepared for immunoblot assays, and total RNA was prepared for quantitative real-time PCR assays.

### Flow cytometry analysis

Single-cell suspensions were subjected to flow cytometry analyses as previously described^52^ by using a Beckman Gallios or BD Aria2 flow cytometer. For Stat6 K383 acetylation analysis, the collected macrophages were fixed with Fixation/Permeabilization Buffer (Invitrogen) on ice for 20 min, washed with Permeabilization Buffer (Invitrogen), and spun down at 3000 rpm for 5 min at 4 °C. Cells were then resuspended and incubated on ice with anti-Ac-Stat6 (K383) or isotype IgG control antibody for 1 h, followed by washing with Permeabilization Buffer, and spun down at 3000 rpm for 5 min at 4 °C. The cell precipitate was resuspended with PE-conjugated anti-rabbit secondary antibody (Invitrogen) in Permeabilization Buffer and incubated on ice for 1 h. After washing with Permeabilization Buffer and spinning down at 3000 rpm for 5 min at 4 °C, the cell was resuspended with permeabilization buffer and analyzed by using a Beckman Gallios or BD Aria II flow cytometer. The flow cytometry data were analyzed by using FlowJo software.

### Real-time quantitative PCR

Total RNA was extracted by TRIzol reagent according to the manufacturer’s protocol. cDNA was synthesized by using the PrimeScript RT Reagent Kit (Takara). QPCR was performed in triplicate by using SYBR Green Master mix (Roche). The relative expression of genes was calculated by a standard curve method and normalized to the expression level of *Actb*. Gene-specific PCR primers are listed in Supplementary Table 1.

### Gene knockdown in mouse and human macrophages

For knockdown of *Stat6*, *CBP*, or *Trim24* genes in mouse-immortalized macrophages, the pLKO.1 vectors containing shRNA sequences targeting specific genes along with lentiviral-packaging vectors, psPAX2 and pMD2.G^53^, were transfected into 293 T cells with Lipofectamine 3000, and after 48 h, we collected the lentiviral supernatants for mouse macrophage infection. The infected cells were selected with puromycin (8 μg mL^−1^) for 48 h and examined the knockdown efficiency by QPCR analysis. For knockdown of *TRIM24* in human PBMC-derived macrophages, siRNAs targeting *TRIM24* (siTRIM24) or negative control (siControl) were transfected into human macrophages with Lipofectamine RNAiMAX. After 48 h, the cells were starved for further experiments. The shRNA and siRNA sequences for targeting specific genes are listed in Supplementary Table 2.

### Immunofluorescence staining

Cells were fixed for 10 min with 4% cold paraformaldehyde and then were permeabilized for 5 min with 0.2% Triton X-100. After blocking with 2% bovine serum albumin in PBS containing 0.5% Tween-20, cells were stained with specific primary antibodies, followed by blotting with fluorescent-conjugated secondary antibodies. Nuclei were labeled with DAPI (Sangon Biotech). The stained cells were visualized and photographed with ZEISS Cell Observer.

### RNA-sequencing analysis

Mouse peritoneal macrophages or TAMs that isolated from the B16 melanoma model were applied for total RNA extraction with RNeasy Mini Kit (QIAGEN) and subjected to RNA-sequencing analysis by BGI Tech Solutions. The raw transcriptomic reads were mapped to a reference genome (GRCm38/mm10) by using Bowtie. Gene expression levels were quantified by the RSEM software package. Significantly affected genes were acquired by setting a fold change > 1.5 and a false discovery rate threshold of 0.05.

### In vivo macrophage or MDSC depletion

For in vivo macrophage or MDSC depletion, 150 μg of the anti-CSF1R-neutralizing antibody (clone AFS98, BioXCell), anti-Ly-6G antibody (clone 1A8, BioXCell), or control IgG were intravenously injected every 3 days, with the first injection 24 h before B16 incubation. The tumor growth was monitored and measured as described above. The depletion efficiency for macrophages or MDSC was examined by staining anti-CD45, anti-CD11b, anti-F4/80, or anti-Ly-6G/Ly6C antibodies through flow cytometry.

### Electrophoretic mobility shift assay

Peritoneal macrophages were stimulated with IL-4 (20 ng mL^−1^) for 1 h, and the nuclear extracts were subjected to EMSA with a ^32^P-radiolabeled Stat6-bound WT probe (5ʹ-ATGCTTTCTTATGAACAGGCTG-3ʹ), or mutant probe (5ʹ-ATGCTCGCAGCGACCCAGCCTG-3ʹ).

### Luciferase reporter assay

Luciferase reporter was co-transfected with pRL-TK and other expression vectors where indicated into 293 T cells by using LipoFiter Transfection Reagent (HanBio). Stat6 transcriptional activity was measured with Dual-Luciferase Reporter Assay System (Promega) and the relative light unit of chemiluminescence was measured by LB 9508 Lumat3 (Berthold Technologies).

### Co-immunoprecipitation and immunoblot analysis

For co-immunoprecipitation assays, cells were lysed with RIPA buffer containing protease/phosphatase inhibitors. The whole-cell lysates were incubated with the desired antibodies, and the target protein was then pulled down with protein-A/G magnetic beads. For immunoblot analysis, immunoprecipitates or whole-cell lysates were resolved by using sodium dodecyl sulphate polyacrylamide gel electrophoresis (SDS-PAGE), transferred to nitrocellulose membranes (Millipore), and then blotted with specific primary and secondary antibodies. Immunoblots were visualized by using the immobilon western chemiluminescent HRP substrate (Millipore) with luminescent imaging workstation (Tanon).

### Ubiquitination assay

For the in vivo ubiquitination assay, macrophages that were left unstimulated or stimulated with IL-4 or 293 T cells that transfected with the desired plasmids were lysed with cell lysis buffer containing protease inhibitor and N-ethylmaleimide. After saving some cell extracts as input analysis, the remaining cell extracts were then boiled at 100 °C for 5 min in the presence of 1% SDS and then diluted with RIPA buffer until the SDS concentration was 0.1%. The diluted lysates were pre-cleaned with Protein-A/G-coupled agarose beads, and then incubated with specific immunoprecipitation antibodies on a shaker at 4 °C overnight. The next day, the immunoprecipitated proteins were collected by incubation with Protein-A/G-coupled agarose beads on a shaker at 4 °C for 2 h, washed with RIPA buffer containing protease inhibitors, PMSF and N-ethylmaleimide, boiled at 100 °C for 5 min, and then loaded to run SDS-PAGE. The immunoprecipitates were immunoblotted with anti-ubiquitin or the indicated antibodies.

For the in vitro ubiquitination assay, CBP, CBP-K119R, and Trim24 proteins were expressed in vitro with the TNT Quick Coupled Transcription/Translation Systems (Promega). In vitro ubiquitination reactions were performed with the Ubiquitination Kit (Boston Biochem) according to the manufacturer’s instructions. The reactions were terminated by boiling for 5 min in SDS sample buffer, and were subjected to SDS-PAGE, and followed by immunoblot analysis to examine the ubiquitination of CBP.

### Mass spectrometry

Flag-Stat6 plus HA-CBP or Flag-CBP plus HA-Trim24 expression plasmids were co-transfected into 293 T cells. Cells were harvested 48 h after transfection, and the lysates were immunoprecipitated with the anti-Flag antibody. After washing, the eluted samples were resolved with SDS-PAGE, followed by Coomassie brilliant blue staining. The sample of Stat6 or CBP band was cut and sent to process with MS analysis by using the QE1 system in Shanghai Science Research Center.

### ChIP assay

ChIP assay procedure was modified from the manufacturer’s instructions (EZ-ChIP, Millipore). Briefly, isolated mouse peritoneal macrophages or human THP-1 cells (about 1 × 10^7^ cells) were fixed with 1% formaldehyde (Sigma-Aldrich) at room temperature for 10 min in 10-ml media, followed by quenching with 125 mM glycine. Nuclear extracts were sonicated with Covaris E220 for 660 s. After preclearing with normal IgG for 1 h, the sonicated cell lysates were immunoprecipitated with the indicated antibodies overnight on an incubator at 4 ˚C. The next day, protein-A/G magnetic beads were added, and cell lysates were incubated on an incubator for another 2 h. After washing with buffers, chromatin was eluted from the protein/DNA complex, and digested with proteinase K and RNase A at 65 ˚C overnight to reverse cross-links. The freed DNA was purified with AxyPrep PCR cleanup kit (Axygen) and subjected to quantitative PCR analysis by using SYGR Green master mix. All the sequences of primers for ChIP–QPCR are shown in Supplementary Table 1.

### Statistical analysis

The data are shown as mean ± SD, and unless otherwise indicated, all the presented data are the representative results of at least three independent repeats. Statistical analysis was performed by using GraphPad Prism 5 (Graph-Pad Software), and the statistics were analyzed by a two-tailed Student’s *t* test or one-way or two-way ANOVA as indicated. Differences were considered to be significant at *p* ≤ 0.05 and are indicated by ∗, those at *p* ≤ 0.01 are indicated by ∗∗, and those at *p* ≤ 0.001 are indicated by ∗∗∗.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

The RNA-sequencing and ChIP-sequencing data have been deposited into the Gene Expression Omnibus with the accession codes GSE116588, GSE116566, GSE134158, and GSE134167. The source data underlying Figs. 1a–f, 1i, 2, 3a, c–j, 4b–j, 5a–c, f, g, 6c, e, f, 7a, c, f, g, j–n, 8a–e, g, h, j, k and Supplementary Figs. 2, 3c, 4b, d, f, h, 5, 6, 7a, c–e, g are provided as a Source Data file. All other data supporting the findings of this study are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

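RNA-seq libraries of CD45+CD11b+F4/80+ TAMs sorted from B16 melanomas were compared between 2 WT mice and 2 mice labelled Trim24-deficient in myeloid cells. Samples were grouped by their genotype labels and the paper. All 4 libraries entered each test, apart from the fits that left out 1 library, the scores of single pairs and the binomial test of Trim24 reads. The peritoneal macrophage and ChIP experiments of the paper were not analysed here. Since Trim24 transcript did not part all libraries of the groups, the mutant libraries are called the libraries labelled Trim24-deficient.
The authors mapped reads to GRCm38/mm10 with Bowtie, quantified genes with RSEM and deposited an expected count per gene, not normalized and with about 77% of values whole numbers. The authors also deposited FPKM values, which are scaled by RSEM to gene length and to the total of each library. The deposited tables also give a transcript length, used only to check for length bias. Of 16739 genes with a value in any library, 16698 matched a symbol by Entrez identifier. Positions are from the RefSeq table and the GENCODE annotation of GRCm38.
Expected counts were rounded to whole numbers. edgeR 4.0.16 in R 4.3.3 filtered low genes (filterByExpr, leaving 11302 genes), scaled libraries by TMM and tested the genotype label with glmQLFit and glmQLFTest without a block. Genes were called at a fold change above 1.5 and an FDR below 0.05, as in the paper's methods. Standard errors of log2 fold changes were taken as the change divided by the square root of the F statistic. Retnla and Ccl17 fell below the low-count filter, and the Retnla result is from the fit without that filter. In the same fit Ccl17 had a log2 fold change of 2.56 (standard error 1.75, adjusted p = 0.732 from edgeR's quasi-likelihood test). CPM values are expected counts scaled by edgeR to a common total of the TMM-scaled library sizes. With 2 mice per group the smallest p of an exact two-sided permutation test is 0.333, so the adjusted p-values rest on the spread that edgeR shares between genes. Library totals of 4476122 to 5172407 expected counts put 3 counts at 0.58 to 0.67 CPM.
The enrichment score of gene sets is the weighted running sum with exponent 1 over genes ranked by log2 fold change, compared with 10000 random lists of the same size drawn from 10 bins of mean expression. The marker lists of cell types and responses were written before the data were examined, as were the named-gene rule and the alternatives listed below, apart from a correction for gene length, which was chosen after a correlation with gene length was seen. Genes are named if the paper names them for TAMs or as M2 genes, with Stat6, Crebbp and Ep300, and beyond these at most 5 up and 5 down with the largest log2 fold change among called genes with a mean log2 CPM of at least 3 and both mutant libraries on one side of both WT libraries. Members of the marker lists may be named as such, and the value of a further called member is not reported here.
Alternatives were the replicate number as a block (the numbers 1 and 2 come from the sample labels, and the paper states that WT littermate controls were used in all experiments without saying whether mice of the same number are littermates), DESeq2 1.42.0, library totals without TMM, upper-quartile scaling, no filter on low counts, at least 10 counts in every sample, limma 3.58.1 on log2(FPKM + 1) or log2(FPKM + 0.1) with FPKM of at least 1 in at least 2 samples, with or without quantile normalization or for all genes, robust fits, other thresholds, other gene lists and rankings, and each library left out in turn. A probability like that of Fig. 7h was computed from FPKM, with 0 replaced by 0.01 and the 2 pairs of replicates as noise.
The scripts were tested on simulated data with 200 of 11302 genes changed 4-fold at the real means and library sizes. Each gene took its dispersion from the fitted trend, with no spread of single genes around it and no pairing. The rates below therefore need not hold for the real data. edgeR recovered 98.5% of them with 13 false calls among 11118 genes tested, the fit with the replicate block 96% with 4 false calls, DESeq2 96% with 6 false calls, limma on log2(FPKM + 1) 96.5% with 17 false calls among 10686 genes, and the probability of the type in Fig. 7h recovered 82.5% with 30 false calls among 11302 genes. On simulated data with no changed genes, edgeR called 0 genes with and without the block, and that probability called 28. Of 200 random lists on unchanged data, 3.5% had p under 0.05.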

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

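The edgeR calls, the M1 enrichment score and the marker lists were set before the data were examined. Apart from these, thinning to equal depth and the correlations with GC content and gene length, the tests below were chosen only after the values they use had been seen. The removal of the length trend is among the tests chosen after. Sex-linked transcripts and genotype labels coincide in these 4 libraries, so genotype is not separated from sex for any difference given here.
Outside the genes the paper names, 33 genes were higher in the libraries labelled Trim24-deficient at an FDR below 0.05 and a fold change above 1.5, all above the level of the WT libraries. X-linked transcripts lead this set, with Tsix at a log2 fold change of 6.38 and Xist at 5.31. The Tsix interval, from 103431517 to 103484957, spans that of Xist. Whether the counting told their reads apart was not tested, so they may not be separate changes. A gene listed as Entrez 18724 was at 4.98, Pira1 at 4.15 and Il1a at 4.07. Genes of the marker lists among them included H2-Ab1 at 2.24, Il1b at 2.24, Ptgs2 at 2.51, Hp at 1.88 and Clec7a at 1.58, each in 2 of 2 libraries labelled Trim24-deficient above both WT libraries.
For the called genes as a whole, all 5 sex-linked transcripts checked (Xist and 4 Y-linked genes) parted the libraries in the direction of male WT mice and female mice labelled Trim24-deficient, whereas the paper states that the mice were sex-matched. Genotype and sex cannot be told apart. Of the 3 splits of the libraries into 2 against 2, 1 gave as many called genes, the real split, and 3 splits cannot give a share below 0.05. The split that puts replicate 1 of both labels against replicate 2 of both called 0 genes, with 376 at an unadjusted p under 0.05, and the crossed split, which parts the same-numbered pairs as the real split does, called 0 genes with 132. Thinning every library to the smallest total kept 40 of the 42 genes, so a difference in depth is not what drives the calls. Fold changes had no relation to GC content across genes (Spearman's rho 0.00725), but shorter genes tended to have higher values in the libraries labelled Trim24-deficient (rho -0.249). Taking the trend on gene length out of each library brought rho to -0.00815 and left 38 called genes, 37 of them among the 42, so that length does not fully explain them. Genes are not independent in these correlations.
Pira1 belongs to a family of paired immunoglobulin-like receptor genes, and reads moved between near-identical members could change single genes without a change of the family. Entrez 18724 has no symbol or position in the tables used, and Entrez 18727, 18729 and 18730 have no symbol. All of these were placed in the family only because their numbers lie between those of Pira1 and Pirb. The sum below describes the family only if these features belong to it. The summed reads of the 9 features taken as the family had a log2 fold change of 1.43 (adjusted p = 0.0369 from edgeR's quasi-likelihood test, higher in 2 of 2 libraries), against -0.15 to 4.98 for single features. With library totals alone the sum changed by 1.29 (adjusted p = 0.0513 from edgeR's quasi-likelihood test) and no longer passed. Reads moved between members alone would leave the sum unchanged. The size of the change of any 1 member stays uncertain, and the family may vary between strains or alleles, which was not tested.
M1-list genes were higher together with M2 genes. The M1 list had a median log2 fold change of 1.10 (19 of 19 tested genes above 0) and an enrichment score of 0.847 (gene permutation with 10000 random lists, p = 1e-04, the smallest they can give). Several lists stand out from random lists in the same way, so the pattern could come from the mix of sorted cells. In the same permutation of genes, the monocyte list without Chil3 had a median of 1.51 (p = 2e-04, the smallest two-sided value, 6 of 6 genes higher), the neutrophil list 1.02 (p = 2e-04, 5 of 6 higher) and the interferon list 0.44 (p = 8e-04, 14 of 16 higher), whereas the macrophage list had 0.25 (p = 0.22, 11 of 12 higher). The melanoma list fell by 0.46 (permutation p = 0.003, 1 of 9 genes higher) and less tumor RNA in the libraries labelled Trim24-deficient would lower it. Such a loss would lower its members alike, and they were mixed. Tyr, the most abundant of them, had a log2 fold change of 0.061, Pmel of -0.18, Gpnmb of -0.071 and Sox10 of -0.39, each with overlapping libraries. Tyrp1 (-0.65), Mlana (-0.66), Slc45a2 (-0.77), Mitf (-0.61) and Dct (-0.46) were lower in both libraries labelled Trim24-deficient than in both WT libraries. A loss of tumor RNA is therefore not excluded. It would also raise macrophage and M1 transcripts alike, whereas their medians were 0.25 and 1.10. Less tumor RNA alone would thus not give the size of the M1 change. Genes of the immediate early list, which handling of the cells would raise, did not stand out by their median of 0.055 (permutation p = 0.99). Its members went both ways (8 of 15 higher), and 9 of the 15 parted every library. Fosb was at -2.03 and Fos at -0.79, against 0.64 for Nr4a1 and 0.55 for Hspa1a. A median over such members cannot decide on handling, which stays open. After Benjamini-Hochberg adjustment over the 21 lists, the permutation p was 0.00047 for the monocyte list, 0.00047 for the neutrophil list, 0.0014 for the interferon list and 0.0048 for the melanoma list. These medians kept their sign under every scaling tried, from 1.24 to 1.51 for monocytes, 0.65 to 1.15 for neutrophils, 0.25 to 0.45 for interferon and -0.80 to -0.42 for melanoma, as did the M1 median, from 0.53 to 1.11. The T and NK cell list also stood out, with a median of 0.61 (8 of 9 genes higher, permutation p = 4e-04, adjusted 0.00076), although none of its genes parted every library. The dendritic list had a median of 0.50 (5 of 7 genes higher, permutation p = 0.0052, adjusted 0.0078). More monocytes, neutrophils or other immune cells among the sorted cells and an interferon response remain candidate explanations, next to genotype and sex.
Transcripts of the melanoma list were present in all 4 libraries, and 9 of 10 passed the filter on low counts, with Tyr between 375 and 496 CPM and Dct between 54.3 and 98.1 CPM. None of the 15 fibroblast and keratinocyte genes passed. This is consistent with RNA carried over from B16 cells into the sorted macrophages (9 genes). Expression of melanoma-list genes by the macrophages themselves was not tested.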

How the results depend on the processing

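The number of differentially expressed genes depended on the test. Against 42 genes (33 higher, 9 lower), the fit with the replicate block gave 634 (425 higher, 209 lower), DESeq2 gave 156 (132 and 24), the probability of Fig. 7h's type gave 100 (61 and 39), limma on log2(FPKM + 1) gave 23 (14 higher), on log2(FPKM + 0.1) gave 20 (11 higher), on quantile-normalized log2(FPKM + 1) gave 21 (14 higher), and limma on all genes gave 0 genes (0 higher and 0 lower) with 1636 at an unadjusted p under 0.05. Without the filter on low counts 52 were higher, and with at least 10 counts in every sample 4 were lower. That last filter leaves 0 of the 4 Y-linked genes tested, since they have fewer than 10 counts in the libraries labelled Trim24-deficient. For the other alternatives the cause was not tested. The block leaves 1 residual degree of freedom per gene and an infinite prior, so its p-values take the spread from all genes. In simulated data with no changed genes that fit called 0 genes. Those data gave every gene the spread of the fitted trend, which is what an infinite prior assumes. They therefore cannot show that its p-values hold in the real data.
Arg1 passed an FDR of 0.05 only with the replicate block (2.25 with the block, 2.07 without), and so did Tgm2 (1.13 with the block, 1.26 without). Chil3 passed with the block (1.11) and with DESeq2 (1.09). Retnla was not tested under the main filter, and without a filter on low counts its change of 4.42 passed with library totals alone (4.27) and with the robust fit (4.42). Ccl24, Mrc1 and Trim24 passed under none of the alternatives run. Trim24 has no value with at least 10 counts in every sample nor in the limma fits filtered at FPKM of at least 1, and Ccl17 was below the filter. The signs of the Arg1, Chil3, Mrc1, Ccl24, Tgm2, Retnla and Trim24 changes were the same in every fit that gave a value. Across the 4 fits that each left out 1 library, Arg1 ranged from 1.49 to 3.06, Chil3 from 0.73 to 1.55, Mrc1 from -1.03 to -0.0013, Ccl24 from 0.80 to 1.85, Tgm2 from 0.14 to 1.97, Trim24 from -3.20 to -0.12 and Retnla from 3.09 to 6.73.
The M2 enrichment score stayed between 0.659 (exponent 0) and 0.91 (limma on log2(FPKM + 0.1)), with a random-list p below 0.05 in each fit that was tested. Leaving out a library gave 0.795 to 0.917. The M1 score ranged from 0.78 to 0.895 over the tested fits and from 0.764 to 0.876 when a library was left out. For M2, permutation with lists not matched on expression gave p = 0.005 and limma's camera p = 0.00525, against 0.0058.
For 14 further named genes, 25 values under the alternatives no longer passed the threshold and 15 values with a library left out moved by more than the spread between replicates. Irf4 changed sign to -0.25 without the library labelled Trim24-deficient replicate 1, from 0.33, and Ep300 to 0.35 without the library labelled Trim24-deficient replicate 2, from -0.14. With the gene length trend removed, an alternative chosen after seeing the data, Ep300 also changed sign, to 0.097 (adjusted p = 0.928 and 0.905 from edgeR's quasi-likelihood test). Library totals without TMM shifted the median of genes with mean log2 CPM above 3 by more than 0.1, to -0.133 against 0.0151, and limma on FPKM did likewise (-0.125). The low counts of Retnla and Ccl17, both below the filter, limit what their comparisons can show.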

Differences from the paper's values

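With edgeR, TMM and the M2 genes named by the paper, the values for Arg1, Retnla and the M2 enrichment score lie within the replicate spread of those read by eye from Fig. 7h and 7i. Some alternatives set before the data were examined do not. The paper's text does not list the M2 set of Fig. 7i, so the enrichment scores may come from unlike lists. Their closeness is therefore no reproduction of Fig. 7i. For Retnla, limma on log2(FPKM + 1) gave 2.00, on all genes 2.00 and on quantile-normalized values 2.14, against the paper's value of about 4.6 in Fig. 7h, read by eye. On log2(FPKM + 0.1) limma gave 4.05 for Retnla, within the replicate spread, so its gap goes with the constant added to FPKM. For the M2 score, in the direction of Fig. 7i, the wider M2 list gave -0.67 and exponent 0 gave -0.66, against the paper's value of about -0.93 in Fig. 7i, read by eye. Directions and thresholds differ for single genes. The paper states that Mrc1 was raised in Trim24-deficient TAMs, citing RNA sequencing and QPCR together, and Mrc1 is not among the genes marked in Fig. 7h. Here, from RNA sequencing alone, its log2 fold change was -0.43 (adjusted p = 0.621 from edgeR's quasi-likelihood test). That difference was within the spread between replicates, and the QPCR values were not compared. Fig. 7h marks Arg1, Ccl24, Tgm2, Ym1 and Fizz1 as past its threshold, whereas with a probability of that type computed from FPKM 1 of these 5 genes, Arg1, passed. Under the settings chosen as the basis of the results, and for Retnla without a filter on low counts, none of the 5 passed an FDR of 0.05. Under alternatives, Arg1, Chil3 and Tgm2 passed with the replicate block, Chil3 also with DESeq2, and Retnla with library totals alone and with the robust fit. The QPCR panel of Fig. 7j shows almost no Trim24 in Trim24-deficient TAMs, whereas here the library labelled Trim24-deficient replicate 1 held 3.43 CPM of Trim24 transcript, against 5.82 CPM in WT replicate 1 and 2.12 CPM in WT replicate 2. The paper's methods state that mice were sex-matched, whereas Xist was at 10.9 and 6.51 CPM in the WT libraries and at 437 and 256 CPM in the libraries labelled Trim24-deficient.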

Other observations

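The marker lists and the fits of Crebbp and Ep300, with and without the replicate block, were set before the data were examined. The other tests in this part were chosen or changed after the values they use had been seen. The scan by run median was added after the scan by run mean.
A run of 7 neighbouring tested genes on distal chromosome X, from 166499810 to 169304440, had a median log2 fold change of -1.17 in the libraries labelled Trim24-deficient, with single values from -1.38 to 0.26, and 6 of the 7 parted every library. Tlr7 is among them. The other 349 tested X-linked genes had a median of -0.0651, so a shift of the whole chromosome with sex would not give the run. With library totals alone the medians were -1.31 for the run and -0.208 for the other X-linked genes, and with quantile-normalized FPKM -0.889 and -0.0191. A candidate explanation is a difference in copy number or regulation of this segment, but chance order of the genes is not excluded. In 1000 shuffles of gene order, runs of 5, 7 and 10 genes with as low a mean were found with p up to 1, and the lowest means over the genome lay on chromosome 19. On that chromosome 1 gene had a log2 fold change of -7.52, and in any order it pulls down the mean of a run that holds it. The scan by mean therefore cannot decide on chance order. With the median of each run in place of the mean, p was 0.23 for 5 genes, 0.021 for 7 genes and 0.004 for 10 genes, the largest of them 0.23, so that the criterion set for all 3 run lengths was not met.
Trim24 reads do not part the libraries across replicate numbers, although they are lower in the library labelled Trim24-deficient within both same-numbered pairs, and counting noise could account for the order of the overlapping pair. An exact binomial test of the reads of WT replicate 2 against those of the library labelled Trim24-deficient replicate 1 gave p = 0.243, which compares those 2 libraries only. Reads from cells in which the gene was not deleted, or from the undeleted part of the transcript, were not tested.
Genes of the erythroid list fell by 2.12 in the libraries labelled Trim24-deficient (median of 4 tested genes), those of the proliferation list fell by 0.37 (13 of 14 tested genes), and those of the hypoxia list had a median of 0.76 (12 of 14 higher). The random-list p was 2e-04 for each, the smallest two-sided value a permutation of genes with 10000 lists can give, and no explanation of these was tested. The signs held under every scaling tried, from -3.57 to -1.496, from -0.52 to -0.36 and from 0.58 to 0.78. The 4 erythroid genes were Hba-a1, Hba-a2, Hbb-bs and Hbb-bt, all globin genes, which a permutation of genes treats as independent. Of these, 3 parted every library. Hba-a1 overlapped, with 39.8 and 119 CPM in the WT libraries and 4.47 and 68.8 CPM in the libraries labelled Trim24-deficient. Mki67 in the proliferation list had a log2 fold change of -1.18 (adjusted p = 0.0453 from edgeR's quasi-likelihood test). Crebbp had a log2 fold change of -0.63 (standard error 0.24, adjusted p = 0.322, and -0.61 with adjusted p = 0.108 under the replicate block). Ep300 had -0.14 (standard error 0.34, adjusted p = 0.905, and -0.23 with adjusted p = 0.723 under the block). Neither passed the threshold.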
